# Kinetics of gene expression and bone remodelling in the clinical phase of collagen-induced arthritis

**DOI:** 10.1186/s13075-015-0531-7

**Published:** 2015-03-05

**Authors:** Katja CM Denninger, Thomas Litman, Troels Marstrand, Kristian Moller, Lars Svensson, Tord Labuda, Åsa Andersson

## Abstract

**Introduction:**

Pathological bone changes differ considerably between inflammatory arthritic diseases and most studies have focused on bone erosion. Collagen-induced arthritis (CIA) is a model for rheumatoid arthritis, which, in addition to bone erosion, demonstrates bone formation at the time of clinical manifestations. The objective of this study was to use this model to characterise the histological and molecular changes in bone remodelling, and relate these to the clinical disease development.

**Methods:**

A histological and gene expression profiling time-course study on bone remodelling in CIA was linked to onset of clinical symptoms. Global gene expression was studied with a gene chip array system.

**Results:**

The main histopathological changes in bone structure and inflammation occurred during the first two weeks following the onset of clinical symptoms in the joint. Hereafter, the inflammation declined and remodelling of formed bone dominated.

Global gene expression profiling showed simultaneous upregulation of genes related to bone changes and inflammation in week 0 to 2 after onset of clinical disease. Furthermore, we observed time-dependent expression of genes involved in early and late osteoblast differentiation and function, which mirrored the histopathological bone changes. The differentially expressed genes belong to the bone morphogenetic pathway (BMP) and, in addition, include the osteoblast markers integrin-binding sialoprotein (*Ibsp*), bone gamma-carboxyglutamate protein (*Bglap1*), and secreted phosphoprotein 1 (*Spp1*). Pregnancy-associated protein A (*Pappa*) and periostin (*Postn*), differentially expressed in the early disease phase, are proposed to participate in bone formation, and we suggest that they play a role in early bone formation in the CIA model. Comparison to human genome-wide association studies (GWAS) revealed differential expression of several genes associated with human arthritis.

**Conclusions:**

In the CIA model, bone formation in the joint starts shortly after onset of clinical symptoms, which results in bony fusion within one to two weeks. This makes it a candidate model for investigating the relationship between inflammation and bone formation in inflammatory arthritis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13075-015-0531-7) contains supplementary material, which is available to authorized users.

## Introduction

Inflammatory arthritis is characterised by joint destruction, often resulting in severe distortion of the joint architecture, and leading to impaired function of the joints. The balance between anabolic and catabolic bone remodelling, however, differs between the inflammatory arthritic diseases rheumatoid arthritis (RA), psoriatic arthritis (PsA), and ankylosing spondylitis (AS). While RA primarily is an erosive disease, bone erosion and bone formation co-exist in patients with PsA and AS [1]. Why the bone responds differently to an inflammatory insult is not clarified, but may be important in directing future treatment strategies.

Collagen-induced arthritis (CIA) is a model for RA both due to its construct validity, including autoimmune reaction to collagen type II and MHC class II dependency, and due to its face validity, that is severe bone destruction. Moreover, disease development ends in bony fusion (ankylosis) of the destroyed joints, which could make it a relevant model for bone-forming inflammatory arthritic diseases.

Bone formation in CIA has been described as starting two to four weeks after onset of arthritis, but mainly playing a role in the healing state two to three months after onset [2]. However, in a kinetic study of new bone formation in CIA and adjuvant-induced arthritis (AIA) in rat, periosteal proliferation was reported as early as day 3 (CIA) and day 5 (AIA) after onset of arthritis, and new bone formation peaked at day 27 in both models [3].

Bone formation may occur directly within the mesenchyme (intramembranous) or via a cartilage scaffold (endochondral ossification). In both processes, the extracellular matrix (ECM) is mineralised. In particular two pathways have been implicated in osteoblast differentiation and bone formation: the bone morphogenetic protein (BMP) signalling pathway, of which several proteins induce ectopic bone formation [4], and the wingless-type (WNT) signalling pathway [5].

With the aim to understand the molecular mechanisms linking inflammation with new bone formation, the present study was initiated to histologically characterise bone remodelling in the CIA model throughout the disease course, and to relate this to gene expression. To minimise variation between the data and enable correlation to clinical duration of arthritis, we used tarsal joints with a clinical score of 3. By grouping the tarsal joints according to onset and duration of symptoms, we show that the process of bone formation runs in parallel with the local inflammatory process in the joint, with a concomitant differential expression of genes involved in bone remodelling.

## Methods

### Animal model

Arthritis was induced in male DBA/1JBom mice by intradermal injection of 100 μl chicken collagen type II (CII) (2 mg/ml) (Sigma-Aldrich, St Louis, MO, USA) in complete Freund’s adjuvant (CFA) (0.5 mg/ml) (Sigma-Aldrich) on day 1 and boosted on day 21 with CII in incomplete Freund’s adjuvant (IFA) (Sigma-Aldrich). The control group received CFA and IFA without collagen, respectively. The mice were scored for onset, severity and duration of arthritis in the tarsal joints. Severity in this joint was scored from 0 (no erythema or swelling) to 3 (severe erythema and swelling). Tarsal joints were collected for histology and gene expression analysis. The mice were, in addition, assigned a total score for all four paws (with a theoretical maximum of 24 points for all paws). This additional scoring system was used to judge when the animals should be euthanized as required by Danish legislation (score exceeding 10 points). The mice were housed under standard conditions, and provided pellets and water *ad libitum*. The Danish Ethics Authorities ‘The Animal Experiments Inspectorate’ approved the studies (permit number: 2008/561 − 1532).

### Histology

Fifty-two tarsal joints were collected for histology. The tarsal joints were divided into groups according to duration of arthritis in the joint: day 0 to 3, day 4 to 7, week 1 to 2, > 2 weeks, and > 2 weeks with declining inflammation (‘declined’). In the group ‘declined’ the joints previously had a clinical score of 3 for minimum two weeks, after which the clinical score had declined > 1 score at the time the joint was sampled. For all other joints, the clinical score was 3 at the sampling time. For number of joints per time-point, see Table S2A in Additional file 1. The joints were fixed in formalin and decalcified in 10% Na-EDTA for two to three weeks.

Haematoxylin and eosin-stained sections were assigned a score for bone erosion, bone formation, synovitis, tendinitis, and peritendinitis. Bone remodelling was judged by the degree of modulation of joint structure, presence of osteoclasts (OCs) and osteoblasts (OBs), and formation of cartilage and woven bone (Figure S1 in Additional file 2). Synovitis, tendinitis and peritendinitis were scored by the degree of infiltrating cells and fibrosis. All features were scored from 0 (no pathologic changes) to 4 (severe pathologic changes).

### RNA extraction and microarray analysis

Three tarsal joints were sampled per group (twelve joints in total). For the group ‘More than two weeks, with declined inflammation’ the joints had had a clinical score of 3 for minimum two weeks, after which the clinical score had declined > 1 score at the time for sampling. For all other joints, the clinical score was 3 when sampled (Table S2B in Additional file 1). The twelve joints were compared to three joints from non-immunised control animals. The joints were processed and analysed separately (unpooled). Skin, visible muscle tissue and fur were removed and tarsal joints collected by transverse sectioning of the metatarsus bones and the tibia/fibula under the fur border. This procedure ensured that all joints in the tarsus were included in each sample. Except for the skin and visible muscle, all other soft tissues were included in the sample. The joints were subsequently snap-frozen in liquid N_2_ and stored at −80°C. RNA was extracted using the *mir*Vana^™^ miRNA isolation kit (Ambion, Exiqon A/S, Vedbæk Denmark), amplified and labelled using the Pico amplification kit (Nugen Technologies, San Carlos, CA, USA), according to the manufacturers’ instructions, followed by hybridisation to Mouse Gene 1.0ST microarrays (Affymetrix, Santa Clara, CA, USA).

The quality of the RNA was evaluated using the RNA integrity number (RIN), and only samples with RIN >8.3 were included for further analysis.

Arrays were normalized using RMA background correction and quantile normalisation in R v.2.15 (Additional file 3). Significance of differentially expressed genes was assessed by analysis of variance (ANOVA), and adjusted for multiple testing by estimating false discovery rates (FDR). Data visualisation was performed in Qlucore Omics Explorer v.2.2 (Qlucore AB, Lund, Sweden). The expression data are deposited in Gene Expression Omnibus [6]; accession number: Series record GSE61140).

Functional analysis and network representation of differentially expressed genes was performed in Ingenuity Pathway Analysis (IPA, Ingenuity^™^ Systems). Gene expression levels are indicated in the IPA networks as red (upregulated) or green (downregulated) in comparison to non-induced controls.

The differentially regulated genes assigned to Bio Functions of bone and skeleton, were used to compile a comprehensive list of genes potentially involved in bone remodelling in the CIA model.

### Quantitative PCR

For qPCR analysis of *Bmp1*, RNA (90 ng per reaction) was reverse transcribed to cDNA using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems, Carlsbad, CA, USA). qPCR was performed with TaqMan Universal PCR Mastermix (Applied Biosystems, USA) and primer-assays Bmp1 Mm00802225_m1 and Gapdh Mm99999915_g1 (Applied Biosystems, USA). PCR was initiated at 50°C for 2 minutes and 95°C for 10 minutes, and the cycling conditions were 95°C for 15 seconds and 60°C for 1 minute (40 cycles). For the remaining 14 genes (Table S4 in Additional file 4), qPCR analysis was performed by AROS Applied Biotechnology A/S (Aarhus, Denmark). cDNA was prepared from 100 ng RNA/sample using the High Capacity cRNA Reverse Transcription kit (Applied Biosystems, USA) and the qPCR reaction was performed with TaqMan^™^ Universal PCR Master Mix (Applied Biosystems, USA). Assay IDs for the specific primer/probe sets (Life Technologies, Carlsbad, CA, USA) are listed in Table S4 in Additional file 4. Samples were analysed as triplicates and normalized by subtraction of the sample mean Ct value from that of the mean Ct value of the housekeeping gene Gapdh.

### Statistics

Histological scoring results were assessed using Kruskall-Wallis test followed by a Dunn’s multiple comparisons test. qPCR results were analysed by ANOVA, followed by Bonferroni’s multiple comparison test, and compared by linear regression to array results. The significance of the correlation coefficients was tested using Student's *t*-distribution. All statistical analyses were performed in GraphPad Prism v.5 (GraphPad Software, San Diego, CA, USA), with the statistical unit being one joint from each animal included.

## Results

### Development of arthritis and histopathology of CIA from onset to decline of clinical symptoms

After immunization with chicken CII, mean onset of arthritis was observed on day 31 ± 8.8. Mean score of arthritis peaked six weeks after boost with a mean score of 4.6 ± 1.8. In order to study local arthritis development, onset and severity of arthritis in the tarsal joint was recorded in detail.

For the histological study, a total of 52 tarsal joints were used. Fourteen were sampled between day 0 and 4, ten between day 4 and 7, eleven between week 1 and 2, and seventeen after week 2 of clinical inflammation onset. After week 2, twelve samples showed declining clinical symptoms. Little variation in the appearance of synovitis, peritendinitis, and bone remodelling was noted within the groups. The data are in accordance with a previously published study showing occurrence of bony spur formation early after disease onset [3].

**Day 0 to 4 after clinical disease onset:** The infiltration of inflammatory cells was equally pronounced when comparing the synovium (mean score 3.8 +/−0.4) and the peritendon (mean score 3.9+/−0.3) (Figure 1A). In 10/14 joints, fibroblast activity and fibrosis indicated chronic inflammation, while 4/14 joints had no signs of chronicity. Bone pathology was dominated by erosion (11/14 joints), initiated where the peritendon and synovium are attached to, or in close proximity to the bone, while the articular cartilage remained intact. Bone erosion was severe as judged by the presence of multinucleated osteoclasts (OC) and the extent of structural damage of the cartilage and bone tissue (Figure 1B). However, both OB proliferation, and collagen deposition, was observed in the periosteum and seemed, from visible staining ability, to have progressed into secretion of osteoid-like matrix in 3/14 joints (Figure 1C).

**Figure 1:**
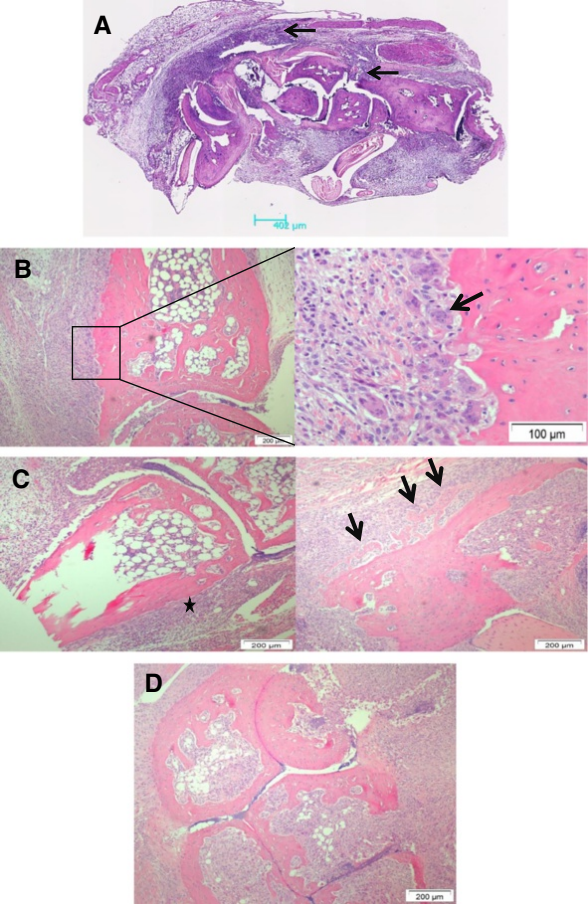
**Histopathology of tarsal joints day 0 to 7. A)** Day 0 to 4: overview of inflammation in the tarsal joint showing equal severity of inflammation in peripheral tissues and synovium (arrows). **(B-C)** Day 0 to 4: bone erosion and OC activity (arrow in B, day 3) dominates. Proliferation and collagen deposition takes place (star in C, day 0) in the periosteum and results in osteoid deposition (arrows in C, day 3). **(D)** Day 4 to 7: the joint architecture is severely distorted (day 7). OC, osteoclast.

**Day 4 to 7 after clinical disease onset:** Severe fibrosis and synovitis approaching the articular cartilage, and resulting in erosion of the articular cartilage, was observed (Figure 1D). In areas of less severe inflammation, pronounced OB activity and onset of endochondral ossification was noted as judged from the appearance of hypertrophic cartilage. Bone erosion (mean score of 3.1+/−1.3) and bone formation (2.2+/−1.1), was observed in 9/10 joints.

**Week 1 to 2 after clinical disease onset:** Bone erosion (score 2.6+/−1.4) and bone formation (score 2.9+/−1.1) was pronounced and observed in 10/11 joints. Endochondral ossification was dominating (Figure 2A). Ankylosis was noted from day 8 and consisted of an inner layer of remodelled bone, followed by a cartilage layer. The outer lining layer of the bone-forming lesion consisted of mesenchymal cells (Figure 2B). In most joints, inflammation was severe, but gradually disappearing and replaced by severe fibrosis with yet active fibroblast proliferation.

**Figure 2:**
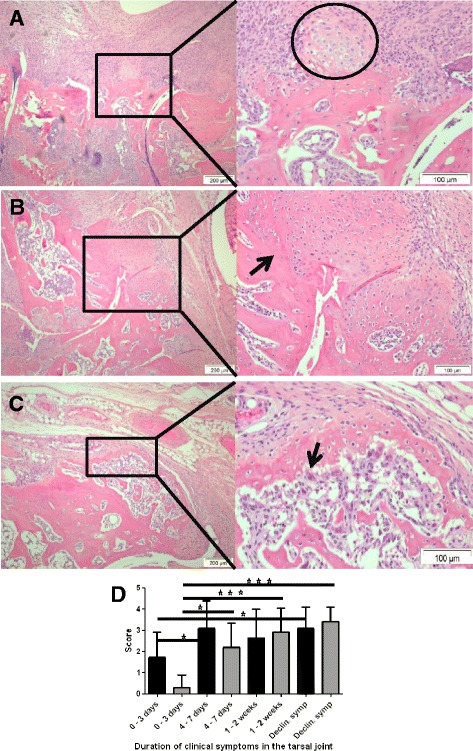
**Histopathology of tarsal joints from day 8 and until decline of symptoms. (A)** Appearance of cartilage (encircled) marks the onset of endochondral ossification (day 8). **(B)** Ankylosis has progressed from being fibrous to consist of cartilage and osteoid (day 10), with osteoid closest to the original bone (arrow). **(C)** Declining disease phase: bone formation is remodelled with OC activity observed in some animals (arrow). **(D)** Histological scores of bone erosion (black bars) and bone formation (grey bars) over time (mean +/− standard deviation (SD)). Statistics from the comparisons of individual groups is indicated by lines above the bars (Dunn’s multiple comparison test, *P <0.05, **P <0.01, ***P <0.001). OC, osteoclast.

**Two weeks after clinical disease onset:** The clinical severity of inflammation was declining in most joints, although 5/17 joints still showed severe clinical signs. In the joints with severe clinical arthritis, accumulation of cartilage was still apparent, while in joints with declining clinical symptoms, an increase in what was observed as mineralisation of cartilage and newly formed bone took place, in addition to modification of the newly formed bone by OCs (Figure 2C).

By comparing the development in scores for bone erosion and bone formation, respectively, a significant difference over time was observed with the greatest development in scores of bone formation (P = 0.0186 vs. *P* <0.0001) (Figure 2D).

### Gene expression in joints from mice with CIA normalises after two weeks of inflammation

Having examined the bone remodelling after clinical onset of arthritis histologically, we aimed at describing the time course of bone remodelling by global gene expression profiling (Figure 3A and B).

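The deposited data are 15 one-colour Affymetrix mouse gene arrays, each with RNA from the tarsal joint of 1 mouse: 3 joints from day 0 to 3, 3 from week 1 to 2 and 3 from week 3 to 4 after onset of arthritis, 3 from the declining phase and 3 controls. The labels mark the array of animal 57 (day 0 to 3) as excluded for failed quality control. Fig. 3A and Additional file 3 show the other 14 arrays, so that day 0 to 3 has 2 arrays there, while the methods give 3 joints per group. Results are given over those 14 arrays first and then with animal 57 added. For the later phases against control, animal 57 enters only the estimate of the spread and leaves the log2 changes as they were. The paper's text gives the first phase as day 0 to 3, and Table S2B and the legend of Fig. 6 give it as up to 4 days. For the declining phase the paper gives a score of 3 for at least 2 weeks before the decline, and the series record at least 3 weeks. The array methods call the 3 control joints non-immunised, and the labels call them non-induced. The animal methods describe a control group given adjuvant without collagen, and whether these 3 joints had adjuvant is not settled. The array names in Additional file 3 carry 1 of 2 letter codes whose meaning is not given in the sources used here. All 5 arrays of week 0 to 2 and animal 54 of week 3 to 4 carry the first code, animals 29 and 60 of week 3 to 4 and the 3 declining joints carry the second, and the controls carry none. The authors corrected the background, quantile normalised and summarised the probes by RMA, and deposited log2 values from 1.56 to 14.26. The median of an array over all probe sets lay between 6.00 and 6.30 on the 14 arrays. The SD over genes was 1.22 on control 2, 1.28 on decline 10, and 1.41 to 1.65 on the other 12. The controls, at 1.22 to 1.46, all lay below every array of the first 3 phases among the 14 (1.48 to 1.65). Signal range thus goes with arthritis in the comparisons of those phases with control. On animal 57 the SD over genes was 1.08. Its mean correlation with the other arrays of its group was 0.779, against 0.911 to 0.988 on the other arrays, across genes. Of 35556 probe sets, 21789 name 1 gene in the array's annotation, 1621 name several and 12146 are not listed there. The first kind was used, and the probe set with the highest mean stood for a gene with more than 1, which gave 19938 genes. Each phase was compared with control by limma on the log2 values, in one fit over all 5 groups, and a gene is called changed at a Benjamini-Hochberg adjusted p under 0.05. Of 39 gene groups, 31 were fixed before the data were examined and 8 were taken from the paper, which chose their genes partly on these arrays. Some of the 31, such as the osteoclast, osteoblast and matrix protease groups, also hold genes of those 8. All 39 groups were tested with camera at a preset correlation between genes of 0.01. Of 217 tests of the fixed groups over the comparisons, 132 passed at that setting, and of 56 tests of the paper's groups 50, which is not independent evidence. With an estimated correlation 0 passed (46 and 24 at an unadjusted p under 0.05), where the lowest adjusted p was 0.142. The fry test, which asks whether a group moves one way without setting it against other genes, called 52 and 24. Over the 14 arrays, the means of 13 of the 31 fixed groups and 6 of the 8 others followed the SD of an array over genes at r of 0.8 or more, and 1 at -0.8 or less (across arrays), and that SD had a median of 1.41 in controls and 1.56 at day 0 to 3. Leaving out 1 of the 2 arrays of day 0 to 3 leaves a single array there, with the spread from the other groups alone. All phases share the same 3 controls, and the number of arrays limits the precision. The fit pools the spread over groups, so a standard error may be too small for a gene whose controls vary most. The mean of the study's sustained matrix list had an SD of 0.67 in controls and 0.07 to 0.27 in the phases. For cytokine genes it was the other way, 0.11 in controls and 0.37 in week 1 to 2. The median log2 change over all genes was -0.12 at day 0 to 3, -0.13 in week 1 to 2, -0.09 in week 3 to 4 and -0.05 in decline, and changes are to be read against it.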

**Figure 3:**
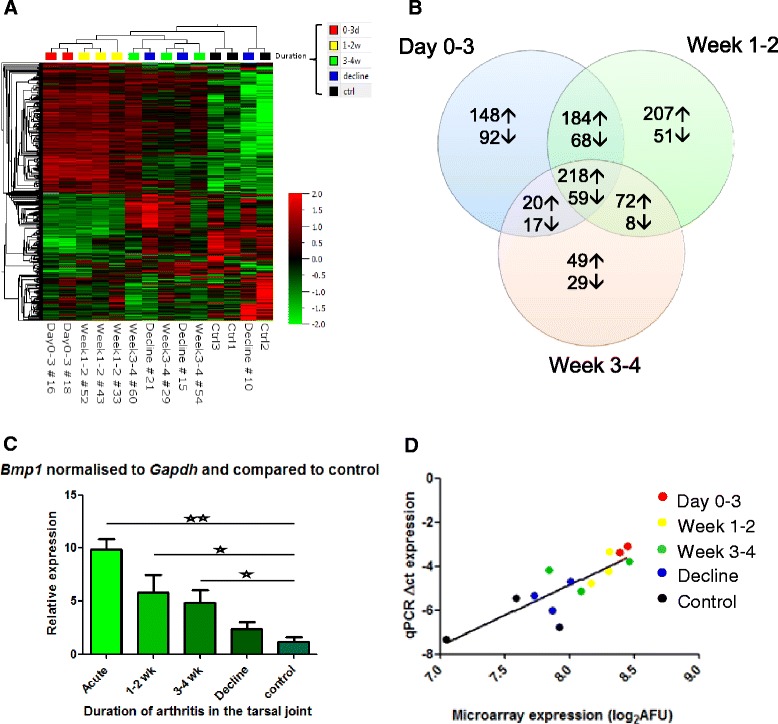
**Cluster analysis and validation of gene expression profile. (A)** Separation of samples by unsupervised hierarchical clustering. The groups are: day 0 to 3, week 1 to 2 and week 3 to 4 after onset of arthritis, and joints with declining clinical disease activity. Colours and colour intensity indicate upregulation (red) or downregulation (green) regulation of genes. **(B)** Venn diagram of the gene expression study showing the number of genes differentially expressed at the time points: day 0 to 3, week 1 to 2, week 3 to 4, and in the declining disease phase in comparison to control. **(C)** The results from the microarray study were validated with qPCR. *Bmp1* was normalised to *Gapdh* expression and compared to a control sample from non-immunised mice. Statistically significant differences between group means (δ-ct-values) are indicated with lines above the bars (Bonferroni’s multiple comparison test, *P <0.05, **P <0.01). **(D)** The gene expression level of *Bmp1* assessed by qPCR correlated significantly (r^2^ = 0.7, *P* <0.0002) with the corresponding microarray data (linear regression test).

Unsupervised hierarchical clustering grouped the samples into a phase of high transcriptional activity between week 0 and 2, and, subsequently, a period of declining transcriptional activity. 

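Over 19938 genes, joints of day 0 to 3 lay 0.58 ± 0.03 (SD, n = 2) from the control mean on the log2 scale, as the root mean square difference. Joints of week 1 to 2 lay 0.55 ± 0.06 (SD, n = 3). The distance was 0.51 ± 0.10 (SD, n = 3) in week 3 to 4 and 0.49 ± 0.06 (SD, n = 3) in decline. A control joint lay 0.49 ± 0.05 (SD, n = 3) from the mean of the other 2. Day 0 to 3 lay above the range of the controls, 0.449 to 0.545, while week 1 to 2 overlapped it, with 0.478 in animal 33. After another quantile normalisation the day 0 to 3 joints were at 0.532 and 0.544 and the controls at 0.440 to 0.565. A control is measured from 2 joints and the others from 3, which makes its distance a little larger without any change. Animal 57 lay 0.689 from the control mean. In a clustering of the 1000 genes with the largest variance, all 5 arrays of week 0 to 2 fell in one of 3 clusters, together with animal 54 of week 3 to 4 and no control. These 6 are also all the arrays that carry the first letter code, so that the cluster matches the code exactly and the phase but for animal 54. In every other setting of the clustering, including one without muscle, skin and fat genes, those of the 5 arrays that were present stayed together.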

One sample from the declining disease phase (decline 10) clustered together with the controls, showing that the gene expression pattern normalised in the late disease phase (Figure 3A). 

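The cathepsin K gene Ctsk, whose product breaks down bone collagen, had a log2 value of 9.74 in decline 10, 10.14 and 10.36 in the other declining joints, and 6.57 to 9.07 in controls. For the collagenase gene Mmp13 the values were 8.76 in decline 10, 10.35 and 10.21 in the other declining joints, and 6.79 to 8.75 in controls. The acute phase gene Saa3 was at 6.79 in decline 10, 8.48 and 9.37 in the other declining joints, against 5.93 to 8.22 in controls. Decline 10 thus lay above every control for Ctsk, at the highest control for Mmp13 and within the controls for Saa3, while decline 15 and 21 lay above every control for all 3 genes. In the clustering, decline 10 joined control 3 first, and a control in all 22 settings; with 3 clusters it fell with 1 control and both other declining joints. Complete linkage, Ward linkage, all genes, or leaving out muscle, skin and fat genes placed it with all 3 controls and no other declining joint. Adding animal 57 placed it with 2 controls and both other declining joints, and leaving out control 1 or control 3 placed it with the 2 remaining controls alone. Across the 3 declining joints against control, limma called 0 of 19938 genes, with 2400 at an unadjusted p under 0.05, and an ANOVA of the 2 groups called 0 after Benjamini-Hochberg, with 915 unadjusted. With animal 57 limma also called 0. Of the single arrays left out in turn, decline 10 moved the count most, to 191 genes (147 higher). Without control 1, control 2, control 3 or animal 54 it was 24, 1, 7 and 16. From the clustering of decline 10 with the controls, the paper concludes that expression returns to normal in the late phase.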

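At day 0 to 3, 890 genes rose and 669 fell against control, and in week 1 to 2 1079 rose and 926 fell. Beside the genes of matrix breakdown and inflammation, the largest rises at day 0 to 3 were in the retinoic acid binding protein gene Crabp2, 15.0-fold (log2 3.91, standard error 0.61, n = 2 and 3) and the ribosomal stalk gene Rplp0, 13.4-fold. Ms4a6b rose 10.4-fold and the RNA polymerase subunit gene Polr2h 10.2-fold. Among the 10 largest falls were the cartilage lectin gene Clec3a, 15.3-fold lower, the muscle kinase gene Mylk4, 14.6-fold, Retnla, 8.91-fold, and the cartilage matrix gene Chad, 7.85-fold. Week 1 to 2 had Crabp2 10.6-fold and Rplp0 10.2-fold higher. Mylk4 was 6.20-fold, Syne2 5.99-fold, Ptpn3 5.31-fold, the muscle filament gene Des 4.83-fold and the B cell precursor gene Vpreb1 4.40-fold lower. A second probe set of Rplp0 had log2 changes of -0.08 and -0.25 in the 2 phases and one of Polr2h 0.75 at day 0 to 3, and 3 others of Syne2 0.13, -0.47 and 0.56 in week 1 to 2, none of which passed. Of 11 other probe sets of Ptpn3, at -2.58 to 0.55 in week 1 to 2, 4 passed, all of them lower. At the thresholds of at least 2-fold and an unadjusted p under 0.05, 1296 genes passed at day 0 to 3 and 1094 in week 1 to 2 (412 and 892 with animal 57 added). Both phases shared 669 higher and 470 lower genes, against 48.2 and 31.1 for independent lists. At 2-fold and an unadjusted p under 0.05, 100 simulations of unchanged groups with shared controls shared 13.6 genes on average, against 884 observed. The simulated count already includes what shared controls give in unchanged groups. How much they add among changed genes was not tested. Centring each array on its median gave 958 higher and 532 lower genes at day 0 to 3 and 1211 and 599 in week 1 to 2. The counts over all 15 arrays were 163 (11 higher) and 106 (22 higher). For day 0 to 3, leaving out animal 16, animal 18 or control 2 gave 139, 209 and 972 genes, the first 2 with a single array left in that phase and the spread taken from the other groups alone, and leaving out control 1 or decline 10 2557 and 2613. For week 1 to 2, leaving out animal 33, 43 or 52 gave 1220, 417 and 519. Without control 2 or 3 the count was 1071 and 1227, and without control 1 or decline 10 it was 3241 and 3389. With animal 57 added, 3 of 8 named calls at day 0 to 3 and 4 of 7 named calls in week 1 to 2 held. Leaving out 1 array at a time, 5 of the 8 calls at day 0 to 3 held without animal 16 and 7 without animal 18. When single arrays were left out, 5 of the 7 calls in week 1 to 2 held without animal 52 and 6 without animal 43 or control 3.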

In the first three days, 908 genes displayed a +2-fold change in the transcriptional level, while 749 genes were differentially expressed in week 1 to 2 (>2 fold change, *P* <0.05). 

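Among 23 macrophage genes, 12 rose and 0 fell at day 0 to 3 (16 rose when adjusted over the list alone), among them the scavenger receptor gene Msr1, 7.31-fold, and the lectin genes Clec4d, 7.76-fold, and Clec4e, 5.29-fold. The camera test gave adjusted p = 1.0e-11, and adjusted p = 0.178 with an estimated correlation. Week 1 to 2 had 8 that rose and 1 that fell (adjusted p = 0.212 with an estimated correlation). Of 30 cytokine and chemokine genes, 12 rose at day 0 to 3 and 6 in week 1 to 2, and 0 fell in either (17 rose and 1 fell at day 0 to 3 when adjusted over the list alone). Among them were Ccl12 6.85-fold, Cxcl5 6.85-fold and Cxcl2 5.72-fold higher at day 0 to 3 (list adjusted p = 0.181 and 0.304 with an estimated correlation). Acute phase and inflammatory mediator genes rose in 7 of 17 at day 0 to 3 (10 when adjusted over the list alone), among them the serum amyloid gene Saa1, 5.98-fold (list adjusted p = 0.181 with an estimated correlation), while Saa2 at 3.84-fold did not pass (adjusted p = 0.094). Interferon-induced genes rose in 7 of 21 at day 0 to 3 (11 when adjusted over the list alone), with Ifit3 and Rtp4 each 4.95-fold higher (adjusted p = 0.142 with an estimated correlation). In connective tissue, 7 of 26 genes of collagen synthesis and crosslinking rose at day 0 to 3 and 12 in week 1 to 2, 19 and 18 when adjusted over the list alone. The lysyl hydroxylase gene Plod2 was 4.42-fold and 4.55-fold higher (list adjusted p = 0.191 and 0.181 with an estimated correlation). Col12a1, Lox, Crtap, Ppib and Bmp1, which the study also chose on these arrays, were among those that rose at day 0 to 3. The collagen list is thus not independent evidence. Of 22 genes of the secretory pathway, 9 rose at day 0 to 3 (14 when adjusted over the list alone), such as Hsp90b1, 3.12-fold, and Dnajb9, 3.47-fold (adjusted p = 0.161 with an estimated correlation). Tendon genes rose in 6 of 9 in week 1 to 2 (6 when adjusted over the list alone), with tenomodulin (Tnmd) 4.37-fold and Mkx 2.23-fold higher (adjusted p = 0.212 with an estimated correlation). Ribosomal protein genes moved with these groups: 7 of 24 rose and 1 fell at day 0 to 3 (13 and 1 when adjusted over the list alone), at a median log2 change of 0.75 (adjusted p = 0.222 with an estimated correlation). Their mean was lowest of the 14 arrays on control 2, whose signal range was the narrowest. Over the 14 arrays, list means followed the SD of an array over genes at r = 0.88 for macrophage, 0.82 for acute phase, 0.85 for collagen synthesis, 0.92 for secretory pathway, 0.87 for tendon and 0.94 for ribosomal protein genes, and at 0.59 for cytokine and 0.69 for interferon-induced genes (across arrays). A second quantile normalisation brought the mean log2 change at day 0 to 3 from 1.26 to 1.06 for macrophage and from 0.86 to 0.62 for collagen synthesis genes. It went from 0.90 to 0.63 for secretory pathway and from 1.03 to 0.66 for ribosomal protein genes. That of tendon genes in week 1 to 2 went from 1.11 to 0.82. Other lists moved little at day 0 to 3, acute phase from 1.20 to 1.17 and cytokine genes from 0.87 to 0.84. Interferon-induced genes went up there, from 0.67 to 0.71. Over all 15 arrays, 1 macrophage gene, 0 cytokine genes and 0 collagen synthesis genes rose at day 0 to 3. Of the calls named here, 0 of 12 at day 0 to 3 and 0 of 3 in week 1 to 2 held with animal 57 added. With each array left out in turn, 4 of the 12 calls at day 0 to 3 held without animal 16 or 18 and 11 without control 2 or control 3. In fits leaving out single arrays, 2 of the 3 calls in week 1 to 2 held without animal 43.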

The IPA showed that the top biological functions, canonical pathways, and upregulated genes were dominated by genes involved in arthritis and the immune system in general, in connective and skeletal tissue disorders and remodelling, as well as tissue development and function (Table S5A and B in Additional file 5).

Several potentially disease-relevant genes (*Saa3*, *Timp1*, *Postn*, *Ctsk*, *Mmp3* and *Mmp13*) demonstrated very high fold changes (between 10.6 and 45.3) (Table 1). Moreover, pregnancy–associated plasma protein A (*Pappa*) was strongly upregulated when comparing day 0 to 3 with week 1 to 2 (fold change +2.3) (Table 2). 

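The acute phase gene Saa3 was 39.5-fold (log2 5.30, standard error 0.85, adjusted p = 0.0036) higher at day 0 to 3, from a log2 value of 6.81 ± 1.23 (SD, n = 3) in controls to 12.12 ± 0.12 (SD, n = 2). Stromelysin (Mmp3) rose 22.8-fold (log2 4.51, standard error 0.61, adjusted p = 0.0015) and the metalloproteinase inhibitor Timp1 17.3-fold (log2 4.11, standard error 0.44, adjusted p = 5.8e-04). Collagenase 3 (Mmp13) rose 12.5-fold, cathepsin K (Ctsk) 10.5-fold and periostin (Postn), a matrix protein of periosteum, 9.84-fold, with adjusted p = 0.0020, 0.0025 and 0.011. By week 1 to 2, Saa3 was 23.9-fold, Mmp13 16.5-fold, Mmp3 11.5-fold, Ctsk 11.0-fold, Postn 9.13-fold and Timp1 8.07-fold higher, at adjusted p from 0.0016 to 0.0069. For each of the 6 genes every joint of both phases lay above every control. Animal 57 had log2 values of 7.03 for Saa3, 6.82 for Mmp3 and 6.46 for Timp1. Adding animal 57, 0 of 6 named calls at day 0 to 3 and 0 of 6 named calls in week 1 to 2 held. In week 1 to 2 animal 57 enters only the estimate of the spread, and Saa3 was at a log2 change of 4.58 with or without it. On leaving out 1 array, 3 of the 6 calls at day 0 to 3 held without animal 16 and 5 without animal 18. Without single arrays, all 6 calls in week 1 to 2 held without any 1 array. Without control 1 the log2 changes at day 0 to 3 were larger, 6.01 for Saa3, 5.11 for Mmp3, 4.25 for Postn and 3.98 for Ctsk, and in week 1 to 2 5.29, 4.11, 4.14 and 4.05. For Ctsk they were 2.74 and 2.80 without control 2.

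**Figure D1:**
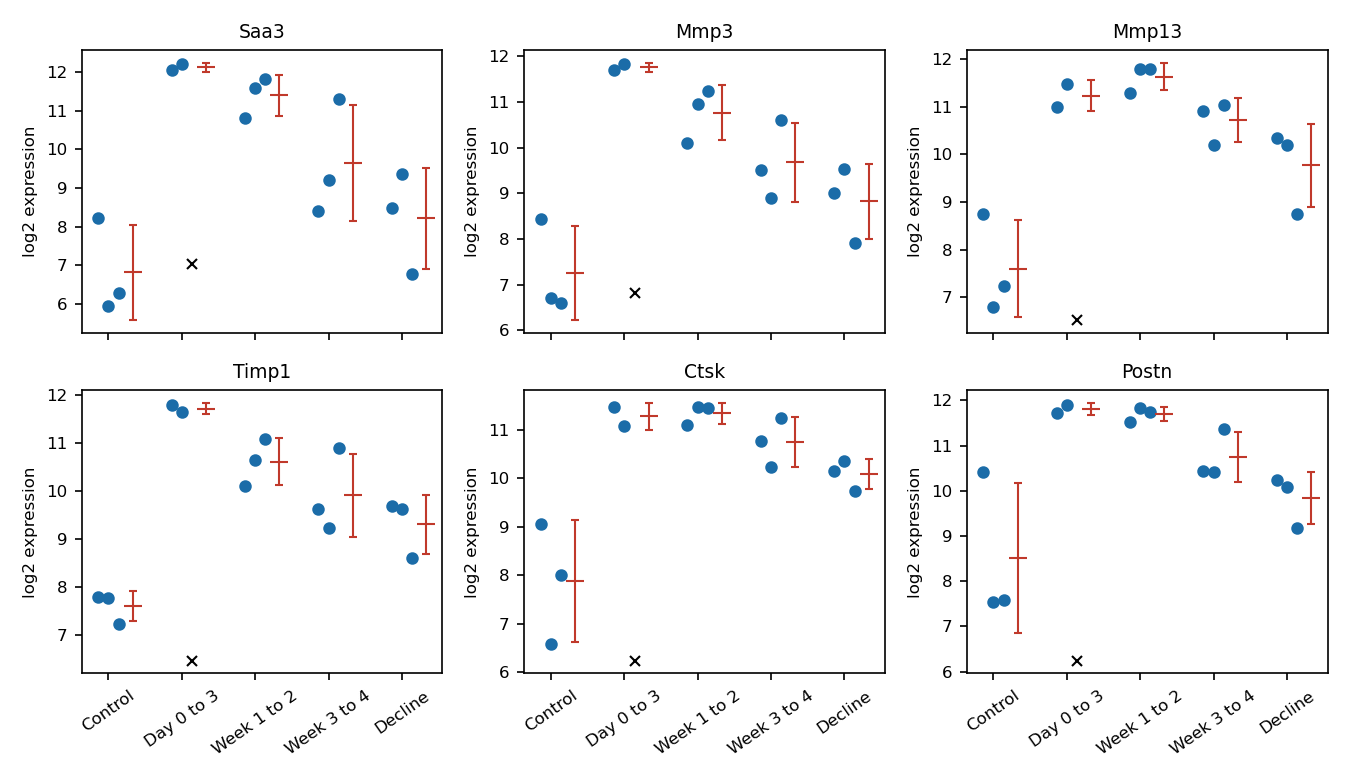
Log2 expression of Saa3, Mmp3, Mmp13, Timp1, Ctsk and Postn (y axis) in each tarsal joint by group (x axis). Circles are the 14 arrays, the cross is animal 57, and the red mark with bars is the group mean ± SD without animal 57. The cross lies within the controls for Saa3 and Mmp3 and below them for the other 4 genes.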

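Pappa, a protease that releases insulin-like growth factor from its binding protein, was 1.85-fold higher at day 0 to 3 than in controls (log2 0.89, standard error 0.17, adjusted p = 0.0094), at log2 values of 7.55 ± 0.03 (SD, n = 2) against 6.66 ± 0.28 (SD, n = 3). Week 1 to 2 gave 1.11-fold against control (adjusted p = 0.51). In the direct comparison of both phases Pappa was 1.66-fold higher at day 0 to 3 (log2 0.74, standard error 0.17), which did not pass over all genes (adjusted p = 0.55). In that comparison limma called 1 gene, the muscle myosin light chain gene Myl2, 7.78-fold lower at day 0 to 3 (adjusted p = 0.028), and 356 genes had an unadjusted p under 0.05. Over all 15 arrays, Pappa was 1.59-fold against control (adjusted p = 0.19) and 1.43-fold against week 1 to 2 (adjusted p = 0.76). Taking out 1 array at a time, the call at day 0 to 3 was lost without animal 16 or 18. As arrays were left out one by one, the call of Myl2 in the direct comparison held only without animal 52, 60, decline 21, decline 10, control 2 or control 3. That call did not hold over all 15 arrays.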

A muscle- and epidermis-specific gene expression signature was found among the most downregulated genes when comparing day 0 to 3 and control samples (Table 1).

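Of 34 skeletal muscle genes, 29 fell at day 0 to 3 and 0 rose (33 fell when adjusted over the list alone), at a median log2 change of -1.98. The myosin light chain gene Myl2 was 10.1-fold lower (log2 -3.34, standard error 0.36, adjusted p = 5.8e-04), the calcium pump gene Atp2a1 10.0-fold and the glycogen phosphorylase gene Pygm 9.68-fold. The myosin heavy chain genes Myh1 and Myh4 were 8.67-fold and 7.79-fold lower, Casq1 6.74-fold and Ckm 5.07-fold. The list as a whole gave adjusted p = 1.3e-28 with camera, and adjusted p = 0.155 with an estimated correlation. By limma, 0 of 30 epidermis genes passed at day 0 to 3, over all genes or when adjusted over the list alone (2 were lower at an unadjusted p under 0.05). The cornified envelope gene Lor was 7.29-fold lower (adjusted p = 0.20), the keratin gene Krt1 6.93-fold (adjusted p = 0.24) and Krtdap 6.23-fold (adjusted p = 0.23). The controls themselves ranged from -0.78 to 1.52 around their mean in the average log2 value of the list (adjusted p = 0.594 with an estimated correlation). Of 14 skin and muscle genes that the study chose for Table 1, which are not independent evidence, 5 fell, all of them muscle genes (5 when adjusted over the list alone; adjusted p = 0.280 with an estimated correlation). Fat cell genes fell in 10 of 19 (12 when adjusted over the list alone), with Car3 2.89-fold, Lpl 2.72-fold and Adipoq 2.31-fold lower (adjusted p = 0.142 with an estimated correlation). Over all 15 arrays, 26 muscle genes and 4 fat cell genes fell. Including the array of animal 57, 10 of the 10 calls named at day 0 to 3 held. Over fits without 1 array, 6 of the 10 calls at day 0 to 3 held without animal 16 and 8 without animal 18.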

**Table 1:** **Highly differentially expressed genes grouped according to function**

**Gene symbol**	**Ctrl (Log**_**2**_ **AFU)** ^**a**^	**Day 0 to 3** ^**b**^	**week 1 to 2** ^**c**^	**Week 3 to 4** ^**d**^	**Decline** ^**e**^	**Localisation**	**Ar vs. N** ^**f**^	**Ar vs. N** ^**g**^
*Saa3*	6.8	44.1	26.2	7.8	2.7	Plasma	18.0	2.0
*Mmp3*	7.2	23.1	11.9	5.2	2.9	Synovium	10.1	5.3
*Mmp13*	7.6	13.2	17.3	8.9	4.5	Synovium	3.5	2.3
*Timp1*	7.5	19.4	9.3	5.3	3.4	Synovium	1.9	3.5
*Ctsk*	7.8	11.0	11.7	7.6	4.8	Osteoclasts	2.8	1.7
*Atp6v0d2*	6.97	9.03	7.18	5.94	3.67	Endosome	1.5	1.0
*Postn*	8.5	10.3	9.8	5.0	2.5	Osteoblasts	4.5	1.0
*Krtdap*	7.6	0.1	0.2	4.5	14.1	Skin*	0.4	1.1
*Lce1a1/1a2*	8.2	0.1	0.1	2.8	7.9	Skin	NA	1.0
*Lor*	8.4	0.1	0.2	3.7	5.4	Skin*	0.6	1.1
*Krt1/2/5/14*	7.8	0.1	0.2	3.4	10.3	Skin*	0.8	1.0
*Mt4*	7.40	0.32	0.36	4.63	19.15	Epithelia*	0.8	1.0
*Myl2*	10.5	0.1	0.8	1.0	1.0	Muscle	0.2	0.6
*Pygm*	10.8	0.1	0.4	0.4	0.6	Muscle	0.5	0.7
*Casq1*	10.78	0.12	0.85	0.57	0.72	Muscle	0.5	0.7
*Myh4*	11.96	0.13	0.45	0.31	0.43	Muscle	0.3	0.9
*Ckm*	10.78	0.14	0.44	0.46	0.76	Muscle	0.6	0.7

^a^Mean log2 expression in non-induced control mice. Mean fold change in comparison to control: ^b^on day 0 to 3, ^c^in week 1 to 2, ^d^in week 3 to 4, ^e^in the declining disease phase. Fold change of gene expression in arthritic joints from the ^f^TNFα overexpressing model versus control [7], and the ^g^PGIA arthritis model versus control [8], *Differentially expressed epidermal specific genes in arthritic joints from the present study and the TNFα overexpressing model [7]. Ctrl, control; PGIA, proteoglycan-induced arthritis; TNFα, tumour necrosis factor alpha.

**Table 2:** **Groups of genes showing a time-dependent expression pattern**

**Gene symbol**	**Ctrl** ^**a**^	**Day 0 to 3** ^**b**^	**Week 1 to 2** ^**c**^	**Week 3 to 4** ^**d**^	**Decline** ^**e**^	
	**Log**_**2**_	**Fold change (** ***P*** **-value)**				**Protein function in relation to bone**
**Osteoclast function: highest differential expression day 0 to 3**						
***Ccl9***	6.42	***2.05 (0.01)***	1.78 (0.01)	1.61 (0.10)	1.44 (0.10)	Stimulates OC motility and polarisation through CCR1.
***Tyrobp***	10.21	***4.09 (0.03)***	3.31 (0.02)	2.47 (0.06)	1.56 (0.33)	Kinase involved in the generation of the actin cytoskeleton in OC, which is critical for bone resorption.
***Atp6v0d2***	6.97	***9.03 (0.01)***	7.18 (0.003)	5.94 (0.005)	3.67 (0.02)	ATPase proton pump involved in acidification of the extracellular resorption lacuna created by OC and early OC differentiation.
***Lif***	5.74	***2.20 (0.01)***	1.12 (0.22)	0.85 (0.39)	0.73 (0.10)	Expressed in OC and modulates the recruitment of OB to resorption surfaces in a TGFβ dependent manner.
**Early osteoblast function: highest differentially expression day 0 to 3**						
***Bmp1***	7.52	***1.86 (0.07)***	1.67 (0.10)	1.52 (0.13)	1.28 (0.30)	Metalloproteinase that may play a role on several levels of bone formation. It processes the c-terminal end of pro-collagen type I, activates other BMPs and processes BGN and DMP1. Expressed in patients with arthritis and acute fractures.
***Crtap***	6.84	***2.69 (0.02)***	2.43 (0.01)	1.66 (0.12)	1.12 (0.77)	Scaffolding protein that associates with others to hydroxylate collagen type I chains. Associated with osteogenesis imperfecta.
***Tnc***	9.19	***3.01 (0.03)***	2.67 (0.03)	2.09 (0.05)	1.72 (0.11)	Pro-inflammatory extracellular matrix protein, expressed in synovium and blood in RA patients. Involved in extracellular matrix remodelling, where it is bound by periostin.
***Lox***	7.13	***4.51 (0.11)***	3.52 (0.14)	2.49 (0.23)	1.57 (0.49)	Catalyses cross-linking of collagen type I. Is activated by BMP1.
**Late osteoblast function: highest differentially expression week 1 to 2 or week 3 to 4**						
***Sp7***	6.43	1.02 (0.90)	***1.67 (0.04)***	1.19 (0.25)	1.01 (0.95)	Transcription factor with a critical role in osteoblast differentiation.
***Spp1***	8.37	2.90 (0.05)	***4.46 (0.00003)***	3.49 (0.003)	1.98 (0.14)	OB marker, expressed in OB, OC, and osteocytes. Inhibits formation and growth of hydroxyapatite by binding the crystals. Promotes attachment of OC to bone under control of Acp5 phosphatase.
***Mgp***	10.45	2.61 (0.06)	***3.33 (0.04)***	2.45 (0.07)	1.65 (0.21)	Inhibitor of bone mineralisation.
***Sparc***	11.77	2.17 (0.04)	***2.48 (0.03)***	2.13 (0.04)	1.68 (0.07)	The protein binds hydroxyapatite when bound to collagen type I *in vitro. Sparc* null mice have normal collagen content in bone, but reduced bone formation and numbers of OC and OB.
***Enpp1***	9.08	2.72 (0.01)	***3.19 (0.0003)***	2.52 (0.01)	1.60 (0.15)	Expression is induced in OB by MDK. Essential for converting extracellular ATP to inorganic pyrophosphate, thus controlling the levels and functions in bone mineralization and soft tissue calcification. Essential for normal bone development.
***Bglap1***	9.05	0.75 (0.62)	***2.63 (0.0004)***	1.82 (0.04)	1.37 (0.13)	OB marker and serum marker of bone formation. Expressed in the late mineralisation phase. The exact role of the protein in bone is, however, debated as data is controversial.
***Ifitm5***	6.67	1.25 (0.11)	***1.47 (0.03)***	1.35 (0.05)	1.14 (0.27)	Expressed in OB and involved in mineralisation.
***Ibsp***	10.67	2.22 (0.02)	2.59 (0.01)	***2.99 (0.01)***	2.19 (0.02)	Marker of late OB differentiation. Expressed in OB, OC, hypertrophic chondrocytes and osteocytes. Binds to the AvB3 integrin and hydroxyapatite, probably mediating cell attachment to matrix. Nucleates hydroxyapatite.
**Sustained high expression week 0 to 2**						
***Col1a2***	9.94	***1.88 (0.08)***	***2.25 (0.05)***	2.03 (0.06)	1.69 (0.10)	This gene encodes the alpha2 chain of collagen type I. Collagen type I is the most abundant protein in bone and a marker of OB activity.
***Col1a1***	9.84	***1.80 (0.11)***	***2.25 (0.05)***	1.92 (0.09)	1.69 (0.14)	This gene encodes the alpha1 chain of collagen type I. Collagen type I is the most abundant protein in bone and a marker of OB activity.
***Ogn***	7.83	***2.28 (0.07)***	***3.88 (0.02)***	2.16 (0.09)	1.43 (0.34)	Proteoglycan belonging to the SLRP family. The protein is processed by BMP1 and regulates collagen type I fibrillogenesis.
***Bgn***	10.63	***2.18 (0.04)***	***2.21 (0.03)***	1.63 (0.09)	1.08 (0.72)	Proteoglycan belonging to the SLRP family. KO mice have reduced collagen synthesis, reduced bone mass and production of bone precursor cells. The protein is processed by BMP1.
***Col12a1***	8.24	***4.59 (0.04)***	***4.81 (0.04)***	2.98 (0.08)	1.75 (0.25)	Expressed by OB in areas of bone formation. COL12A1 KO mice have skeletal abnormalities with less mechanical strength and reduced matrix deposition.
***Ppib***	7.45	***2.17 (0.04)***	***2.27 (0.07)***	1.49 (0.14)	1.16 (0.64)	Associates with other proteins to hydroxylate collagen type I chains. Associated with osteogenesis imperfecta.
***Lum***	10.18	***3.37 (0.04)***	***3.97 (0.03)***	2.78 (0.05)	1.69 (0.18)	Proteoglycan belonging to the SLRP family (same as BGN).
***Hapln1***	6.72	***1.69 (0.15)***	***3.10 (0.01)***	2.88 (0.005)	2.08 (0.01)	Involved in cartilage biosynthesis by linking aggrecans and hyalyron acid. Polymorphism in this gene is associated with osteophyte formation in osteoarthritis and it is located in a susceptibility locus of AS.
***Postn***	8.52	***10.33 (0.07)***	***9.76 (0.07)***	4.97 (0.12)	2.53 (0.29)	Promotes cell survival of preosteoblasts and OB. Increases activation of pro-lysyl oxidase, which cross-links collagen type I.
***Cthrc1***	8.46	***4.78 (0.06)***	***6.79 (0.05)***	3.50 (0.10)	1.65 (0.43)	Molecule that stimulates bone formation, secreted by OC.
**Others**						
***Igf1***	9.68	1.94 (0.04)	***2.61 (0.03)***	1.82 (0.05)	1.18 (0.59)	Growth factor positively regulating bone formation. Regulates bone mineral density.
***Pappa***	5.99	***2.24 (0.0002)***	1.20 (0.06)	1.08 (0.11)	0.96 (0.68)	IGF-dependent proteinase that regulates the bioavailability of IGF. Expressed in fibroblasts, chondrocytes and OB. *Pappa* KO mice have reduced bone formation and delayed fracture-healing.
***Dmp1***	8.30	0.74 (0.42)	1.2 (0.59)	***1.81 (0.17)***	1.47 (0.30)	Extracellular matrix protein that is processed by BMP1 and involved in mineralisation of extracellular matrix. Expressed by hypertrophic chondrocytes, osteocytes, and OB.
**Tissue degradation**						
***Mmp13***	7.57	13.15 (0.02)	***17.33 (0.02)***	8.93 (0.02)	4.53 (0.05)	Bone resorption, OC- and osteoprogenitor differentiation.
***Ctsk***	7.82	11.02 (0.04)	***11.75 (0.04)***	7.58 (0.04)	4.80 (0.08)	Bone resorption. Principle enzyme degrading osteoid.
***Mmp3***	7.24	***23.11 (0.02*** *)*	11.87 (0.01)	5.24 (0.04)	2.94 (0.11)	Metalloproteinase associated with arthritis.
***Timp1***	7.53	***19.45 (0.002)***	9.33 (0.001)	5.30 (0.03)	3.44 (0.02)	Inhibitor of metalloproteinases.
***Mmp9***	7.15	***4.24 (0.02)***	3.79 (0.02)	2.95 (0.04)	2.20 (0.08)	Resorption, OC- and osteoprogenitor differentiation.
***Ctss***	8.32	***3.62 (0.04)***	2.99 (0.05)	2.29 (0.08)	1.68 (0.20)	Expressed in hypertrophic chondrocytes and OC.
***Mmp19***	5.99	***2.18 (0.02)***	2.05 (0.01)	1.45 (0.16)	1.26 (0.09)	Degradation of extracellular tissue.
***Mmp14***	7.92	2.63 (0.02)	***2.82 (0.02*** *)*	2.11 (0.02)	1.77 (0.05)	Involved in tissue destruction in RA.
***Acp5***	7.30	***3.68 (0.02)***	3.46 (0.03)	3.59 (0.03)	2.50 (0.03)	The encoded protein is a phosphatase, also called Trap. It is a marker of OC function and is extensively expressed in OC. It is activated by Cathepsin K and dephosphorylates SPP1 and IBSP. Plays an inhibitory role in collagen type I synthesis, degradation, and mineralisation.
**Genes of the BMP pathway**						
***Bmp2***	7.16	1.67 (0.30)	**1.68 (0.29)**	1.24 (0.63)	1.26 (0.59)	Ligand of the BMP pathway.
***Bmpr1a***	6.88	1.84 (0.13)	**2.01 (0.10)**	1.91 (0.11)	1.15 (0.72)	Type I receptor of the BMP pathway.
***Bmpr2***	8.36	**2.05 (0.04)**	1.65 (0.08)	1.40 (0.15)	1.30 (0.28)	Receptor type II in the BMP pathway.
***Smad2***	7.23	2.05 (0.14)	**2.14 (0.12)**	1.70 (0.22)	1.44 (0.37)	Regulatory Smad involved in BMP signalling.
***Smad6***	7.27	**0.55 (0.08)**	0.58 (0.0045)	0.72 (0.04)	0.76 (0.12)	Inhibitory Smad antagonising BMP signalling.
***Smad4***	8.16	**1.28 (0.18)**	1.27 (0.19)	1.18 (0.32)	1.04 (0.84)	Co-Smad associating with regulatory Smads.
***Smad5***	7.07	**1.40 (0.04**)	1.28 (0.06)	1.20 (0.17)	0.99 (0.92)	Regulatory Smad involved in BMP signalling.
***Bmp4***	7.68	**0.59 (0.04)**	0.68 (0.04)	0.99 (0.95)	0.95 (0.61)	Ligand of the BMP pathway.
***Bmp6***	8.44	**0.62 (0.07)**	0.75 (0.15)	0.88 (0.67)	0.93 (0.63)	Ligand of the BMP pathway.
***Bmp7***	5.82	**0.78 (0.19)**	0.86 (0.31)	0.94 (0.67)	1.26 (0.17)	Ligand of the BMP pathway.
***Inhba***	7.20	**5.65 (0.01)**	3.94 (0.01)	2.09 (0.07)	1.17 (0.77)	Non-steroidal hormone reported to increase bone formation in transgenic mice overexpressing human inhibin A. Associated with human arthritis.
***Acvr2a***	7.23	1.27 (0.33)	***1.29 (0.03)***	1.18 (0.04)	0.91 (0.34)	Type II receptor of the TGFβ pathway.
***Acvr2b***	6.21	***0.80 (0.01)***	0.73 (0.0034)	0.76 (0.03)	0.85 (0.29)	Type II receptor of the TGFβ pathway.
**Genes of the WNT pathway**						
***Fzd1***	6.91	***1.70 (0.05)***	1.57 (0.05)	1.39 (0.08)	1.18 (0.37)	Receptor of the WNT pathway.
***Hif1a***	8.35	***4.23 (0.02)***	3.56 (0.02)	2.49 (0.03)	1.43 (0.34)	Regulates the cellular response to hypoxia during endochondral bone formation and inhibits WNT signalling in OB in cooperation with Sp7.
***Sost***	7.28	***0.48 (0.03)***	0.61 (0.02)	0.62 (0.03)	0.73 (0.15)	WNT antagonist and marker of mature osteocytes.
***Ndrg2***	10.56	***0.18 (0.01)***	0.31 (0.0014)	0.37 (0.01)	0.52 (0.01)	Down-regulates WNT-signalling mediated TCF-promotor activity and GSK3β phosphorylation synergistically with PRA1.
***Dkk1***	7.19	***0.67 (0.18)***	0.85 (0.25)	1.15 (0.32)	1.09 (0.43)	Antagonist of the WNT pathway.
***Tcf4***	7.96	1.46 (0.09)	***1.73 (0.03)***	1.30 (0.28)	0.99 (0.94)	Transcription factor of the WNT pathway.

^a^Mean log2 expression in non-induced control mice. Mean fold change and p-value in comparison to control: ^b^on day 0 to 3, ^c^in week 1 to 2, ^d^in week 3 to 4, ^e^in the declining disease phase. The highest differential expression value and corresponding p-value of each gene are shown in bold italics. AS, ankylosing spondylitis; BMP, bone morphogenetic protein; BGN, biglycan; CCR1, C-C chemokine receptor type 1; Ctrl, control; DMP1, dentin matrix acidic phosphoprotein1; IGF, insulin-like growth factor; KO, knockout; MDK, midkine; OB, osteoblast; OC, osteoclast; RA, rheumatoid arthritis; SLRP, leucine rich repeat containing 6; TCF, T-cell-specific transcription factor; TGFβ, transforming growth factor beta.

In week 3 to 4 after onset of disease, the number of two-fold differentially expressed genes had decreased to 353 (Figure 3B). 

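In week 3 to 4, 191 genes rose and 118 fell against control. Among the 10 largest rises were Mmp13, 8.74-fold (log2 3.13, standard error 0.48, adjusted p = 0.016), Ctsk, 7.31-fold, the choline transporter gene Slc44a1, 7.12-fold, and the ribosomal protein gene Rpl41, 6.68-fold. A second probe set of Slc44a1 did not pass, at a log2 change of 0.39 (adjusted p = 0.23). The osteoclast proton pump gene Atp6v0d2 rose 5.59-fold. The 10 largest falls included the muscle genes Srl, 3.77-fold, Des, 3.54-fold, Nrap, 3.17-fold, and titin (Ttn), 2.76-fold lower (n = 3 and 3). Of the genes that rose, 163 had also risen at day 0 to 3 and 178 in week 1 to 2, where independent lists give 8.53 and 10.3. At 2-fold and an unadjusted p under 0.05, week 3 to 4 shared 506 and 515 genes with the earlier phases. Simulated unchanged groups on shared controls gave 13.3 and 13.7, which already include what these controls give without a change. How much the controls add among changed genes was not tested. All 3 phases shared 160 higher and 100 lower genes (0 of either with animal 57 added). At least 2-fold and an unadjusted p under 0.05 gave 656 genes by limma. That count was 426 without animal 60, 1220 without control 1, 431 without control 2 and 453 with animal 57 added. A second quantile normalisation gave 217 higher and 233 lower genes, and an equal median and SD for every array, chosen after the data were seen, 165 and 178. With animal 57 limma called 0 (2502 at an unadjusted p under 0.05). Without animal 60, 29 or 54 it called 0, 35 and 40. Without animal 16, 18, 33, 43 or 52, which enter only the estimate of the spread, it called 89, 89, 135, 89 and 133. Leaving out control 2 or 3 gave 98 and 160, and leaving out control 1, decline 10 or decline 21 gave 1416, 1427 and 472. When animal 57 was added, 0 of the 9 calls named in week 3 to 4 held. Animal 57 too enters only the estimate of the spread there, and Mmp13 was at a log2 change of 3.13 with or without it. Dropping 1 array at a time, 0 of the 9 calls in week 3 to 4 held without animal 60, 3 without animal 54, 7 without animal 29 and 8 without control 2. The log2 change of Ctsk was 3.46 without control 1 and 2.21 without control 2.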

The pathway profile changed accordingly, and was dominated by tissue remodelling and developmental pathways, although an inflammatory gene expression signature was still present (Table S5C and D in Additional file 5).

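In week 3 to 4, 7 of 28 matrix protease and inhibitor genes and 5 of 18 osteoclast genes rose and 0 fell in either (10 and 5 rose when adjusted over the list alone). Mmp3 was 5.37-fold, Timp1 4.97-fold and the tartrate-resistant phosphatase gene Acp5 3.99-fold higher (lists, adjusted p = 0.181 and 0.152 with an estimated correlation). Over the arrays these list means followed the SD of an array over genes (r = 0.86 and 0.88 across arrays), and a second quantile normalisation brought the mean log2 changes in week 3 to 4 from 0.76 and 0.80 to 0.60 and 0.76. Osteoblast genes rose in 3 of 16 and collagen synthesis genes in 2 of 26, 8 and 14 when adjusted over the list alone (adjusted p = 0.152 and 0.195 with an estimated correlation). Their mean log2 changes went from 0.59 and 0.69 to 0.38 and 0.47 with that normalisation (r = 0.64 and 0.85 with the SD of an array, across arrays). Among inflammatory genes, 1 of 30 cytokine and chemokine genes rose, Ccl12 (4.37-fold, adjusted p = 0.040), and 1 of 23 macrophage genes, Ms4a7 (3.45-fold, adjusted p = 0.025). The lists gave adjusted p = 0.704 and 0.270 with an estimated correlation. Saa3 was 7.10-fold higher, which did not pass (adjusted p = 0.073). Set directly against week 0 to 2, 0 cytokine and chemokine genes were lower by limma over all genes, 11 at an unadjusted p under 0.05 and 9 when adjusted over the list alone. Il6 was at 0.161 and Il1b at 0.256 times its earlier level (adjusted p = 0.21 and 0.13). The list gave adjusted p = 3.0e-07 with camera and adjusted p = 0.181 with an estimated correlation. Over all 15 arrays limma called 0 genes against control in week 3 to 4 (2502 at an unadjusted p under 0.05). Leaving out 1 array at a time, all 5 calls in week 3 to 4 held only without decline 21, decline 10 or control 1, and 0 to 3 without any other. The log2 change of Mmp3 was 3.02 without control 1.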

A comparison of gene expression between week 0 to 2 and week 3 to 4 revealed considerable up-regulation of several epidermal genes (fold changes between 3.8 and 13.9) in the samples collected three to four weeks after onset of arthritis (Table 1).

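Epidermal genes were higher in week 3 to 4 than in week 0 to 2 in the joints of animals 29 and 60 and much less so in animal 54. The cornification gene Krtdap was 24.0-fold (log2 4.59, standard error 1.03, n = 3 and 5) higher. The keratin genes Krt2 23.5-fold, Krt1 17.3-fold, Krt5 11.2-fold and Krt14 6.38-fold were higher too, and so were Lor 19.7-fold, Lce1a1 14.1-fold, Lce1a2 7.18-fold and the metallothionein gene Mt4 12.2-fold. No gene passed over all genes, with adjusted p from 0.21 to 0.31 for these 9. Of the 30 epidermis genes, 26 were higher at an unadjusted p under 0.05 and 26 when adjusted over the list alone (adjusted p = 0.152 with an estimated correlation for the list). The mean of the list over its genes lay 2.26 log2 units above week 0 to 2, and 1 of 56 splits of the 8 arrays gave a difference as large (exact permutation test, p = 0.0179, the smallest it allows). Relative to the control mean it was 2.02 in animal 29, 1.88 in animal 60 and -0.66 in animal 54, -1.18 ± 0.15 (SD, n = 5) in week 0 to 2, and -0.78, -0.74 and 1.52 in the 3 controls. Hair follicle genes differed by 0.23 (exact permutation test, p = 0.232) and skeletal muscle genes by 0.40 (p = 0.411, exact permutation test). The epidermis list holds all 9 genes named above, which the study chose on these arrays. Its counts and its permutation test are thus not independent evidence. Animal 54 carries the letter code of the week 0 to 2 arrays and animals 29 and 60 the other. With the code as a block, which leaves animal 54 alone against week 0 to 2, the difference of the list was 0.52, with Krtdap at 3.24-fold and Krt14 at 1.10-fold, and no gene of the 9 passed. The list median was 2.21 over all 15 arrays, against 2.46 without animal 57.

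**Figure D2:**
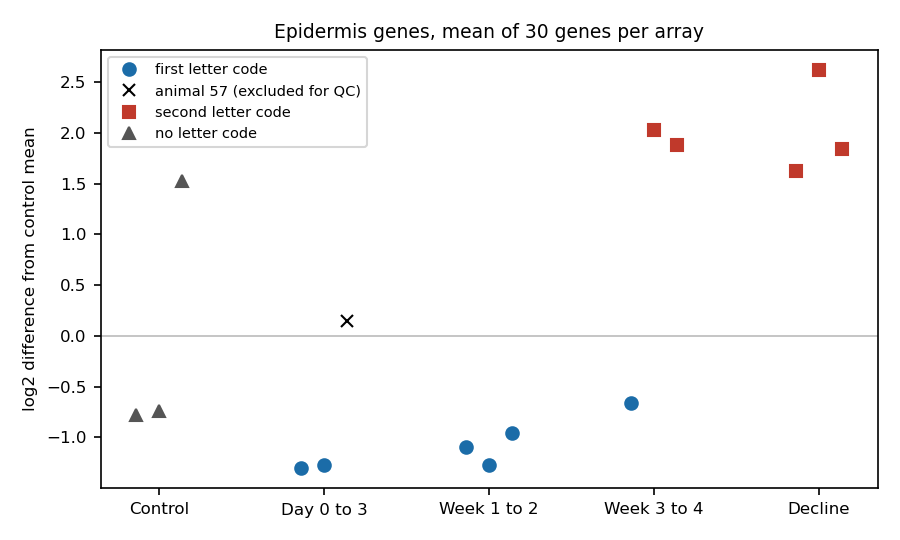
Mean log2 difference from the control mean over 30 epidermis genes (y axis) for each tarsal joint, by group (x axis). Marker shapes give the letter code of the array name in Additional file 3; animal 54 (first code, -0.66) lies near the week 0 to 2 joints, and animals 29 and 60 (second code, 2.02 and 1.88) near the declining joints.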

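Over all genes, limma called 0 for week 3 to 4 against week 0 to 2, with 1507 at an unadjusted p under 0.05, and an ANOVA of the 2 groups called 0 after Benjamini-Hochberg, with 2635 unadjusted. All 15 arrays gave 0 by limma (951 unadjusted). Without animal 54, which leaves animals 29 and 60, limma called 115 genes, 111 of them higher, among them the 9 epidermal genes named above. The count was 19 without animal 33, 3 without decline 10 and 1 without animal 60.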

The expression pattern of 15 differentially expressed genes was verified by qPCR. Of these, 12 genes correlated significantly with the gene expression pattern obtained from the microarray profile, while three genes showed the same expression pattern, but the correlation was not significant. The expression of *Bmp1* is shown in Figure 3C and D (r^2^ = 0.7, p < 0.0002), and the remaining validation data are shown in Figure S6 in Additional file 6 and Figure S7 in Additional file 7 and with the corresponding r^2^ and *P*-values in Table S8 in Additional file 8.

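On the arrays, Bmp1, the protease that trims procollagen, was 1.71-fold higher at day 0 to 3 (log2 0.77, standard error 0.20, adjusted p = 0.034), 1.51-fold in week 1 to 2 (adjusted p = 0.0504), 1.39-fold in week 3 to 4 (adjusted p = 0.15) and 1.22-fold in decline (adjusted p = 0.55). Its log2 value was 7.57 ± 0.34 (SD, n = 3) in controls, 8.34 ± 0.09 (SD, n = 2) at day 0 to 3 and 7.85 ± 0.12 (SD, n = 3) in decline. Of the 14 genes chosen by the study for RT-qPCR and measured here, 9 rose at day 0 to 3, 8 in week 1 to 2, 3 in week 3 to 4 and 0 in decline (5 at an unadjusted p under 0.05 by limma), and 0 fell. The counts were 13, 13, 10 and 2 when adjusted over the list alone, which is not independent evidence for genes chosen on these arrays (adjusted p = 0.152, 0.152, 0.178 and 0.270 with an estimated correlation). Insulin-like growth factor 1 (Igf1) was 2.53-fold higher in week 1 to 2 (adjusted p = 0.0083) and the cytokine co-receptor gene Il6st 2.28-fold at day 0 to 3 (adjusted p = 0.031), while Ano6 at 2.24-fold at day 0 to 3 did not pass (adjusted p = 0.072). Bglap1 was not analysed here, for want of a probe set naming that gene alone, and the RT-qPCR values were not used. The paper's own array p for Bmp1 at day 0 to 3 is above 0.05. With animal 57 Bmp1 was 1.41-fold at day 0 to 3 (adjusted p = 0.49). In the fit with animal 57, 0 of 2 named calls at day 0 to 3 and 0 of 1 named call in week 1 to 2 held. When single arrays were left out, 0 of the 2 calls at day 0 to 3 held without animal 16, 18 or control 3 and 1 without animal 43, 52 or control 2. With each array left out in turn, the call in week 1 to 2 held without any 1 array.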

To identify genes associated with the observed bone pathology, we focused on genes, differentially expressed at the different time-points, which were related to bone and skeleton in the IPA Bio Functions. 

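Of 178 bone and skeleton genes in Table S10, 157 matched a gene measured here by their symbol, and 70 rose and 20 fell at day 0 to 3. The counts were 67 and 19 in week 1 to 2, 15 and 5 in week 3 to 4, and 0 and 0 in decline, where limma had 30 and 15 at an unadjusted p under 0.05. Adjusted over the list alone, the 4 phases had 89 higher and 28 lower, 96 and 27, 69 and 18, and 13 and 7. The median size of the log2 change was 1.03, 0.91, 0.62 and 0.30 in the 4 phases. The study chose these genes because they changed on these arrays, so their number is not independent evidence of a change. Compared directly, the list had a mean log2 difference of -0.17 in week 3 to 4 from week 0 to 2 (camera, p = 5.98e-05, and p = 0.215 with an estimated correlation). It was -0.26 in decline from week 3 to 4 (camera, p = 5.12e-10, and p = 0.0870 with an estimated correlation). Day 0 to 3 and week 1 to 2 differed by 0.03 (camera, p = 0.945, and p = 0.984 with an estimated correlation). Over all 15 arrays, 0 of the genes rose and 8 fell at day 0 to 3, 1 and 4 in week 1 to 2 and 0 and 0 later, at a median size of 0.58 at day 0 to 3. An ANOVA of the 2 groups called 0 in each phase after Benjamini-Hochberg. Without animal 16 or 18, 13 and 19 passed at day 0 to 3, and without animal 43 or 52, 37 and 35 in week 1 to 2. In week 3 to 4 the count was 0 without animal 60, 2 without animal 54 and 7 without animal 29. It was 9, 9, 12, 9 and 13 without animal 16, 18, 33, 43 or 52. Without control 1, 2 or 3 it was 50, 9 and 8, and without decline 10 it was 52.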

The genes and associated Bio Functions reflected the bone remodelling process (Table S9 in Additional file 9), and their number and effect size declined over time. The genes and their expression profiles are shown individually in Table S10 in Additional file 10.

### Distinctive expression profiles of genes involved in osteoblast and osteoclast functions

The differentially expressed genes, related to bone, from Table S10 in Additional file 10, were divided into profiles and are shown separately in Table 2. Profile one encompassed genes with the highest expression on day 0 to 3 with a subsequently declining profile. These were in particular genes encoding proteins involved in OC differentiation and function (*Ccl9, Tyrobp, Atp6v0d2, Lif*; fold changes between 2.0 and 9.2), in addition to ECM formation and collagen type 1 assembly (*Bmp1, Crtap, Tnc, Lox*; fold changes between 1.9 and 10.6) [9-14] (Table 2, Figure 4A, and Table S10 in Additional file 10). 

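All 4 genes of osteoclast differentiation and function rose at day 0 to 3: the proton pump subunit gene Atp6v0d2 8.28-fold (log2 3.05, standard error 0.44, adjusted p = 0.0019), the signalling adaptor gene Tyrobp 3.94-fold, the chemokine gene Ccl9 2.04-fold and Lif 2.10-fold. The 4 genes of matrix formation and collagen type I assembly rose too, lysyl oxidase (Lox) 4.24-fold (log2 2.08, standard error 0.47, adjusted p = 0.020), Crtap 2.81-fold and tenascin C (Tnc) 2.67-fold, with Bmp1 the fourth. By week 1 to 2, Atp6v0d2 was 6.65-fold, Tyrobp 3.22-fold, Lox 3.49-fold, Crtap 2.51-fold and Tnc 2.45-fold higher, while Lif was at 1.14-fold (adjusted p = 0.52). By week 3 to 4 1 gene of each set passed, and in decline 0 by limma (2 and 1 at an unadjusted p under 0.05). For all 8 genes the largest fold was at day 0 to 3, but that difference was not called for any of them when day 0 to 3 was compared directly with week 1 to 2 (adjusted p from 0.67 to 1.0). The paper's own p at day 0 to 3 is above 0.05 for Lox and Bmp1. The study chose both sets on these arrays. Adjusted over the list alone, 4 and 4 rose at day 0 to 3, which is not independent evidence (adjusted p = 0.152 and 0.152 with an estimated correlation). Of the wider osteoclast list fixed before, 6 of 18 genes rose at day 0 to 3 and 0 fell (11 rose when adjusted over the list alone; adjusted p = 0.148 with an estimated correlation). Among those that rose were Atp6v0d2, Acp5, Ctsk and Mmp9, which the study also chose on these arrays, so the wider list is not independent evidence either. Its mean followed the SD of an array over genes (r = 0.88 across arrays), and a second quantile normalisation brought the mean log2 change at day 0 to 3 from 1.06 to 1.02. With animal 57 added, 0 of 7 named calls at day 0 to 3 and 0 of 5 named calls in week 1 to 2 held. In fits leaving out single arrays, 1 of the 7 calls at day 0 to 3 held without animal 16 or 18 and 5 without control 2 or control 3. On leaving out 1 array, 2 of the 5 calls in week 1 to 2 held without animal 43 or 52, 3 without control 2 and 4 without control 3. The log2 change of Lox was 2.77 at day 0 to 3 and 2.48 in week 1 to 2 without control 1.

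**Figure D3:**
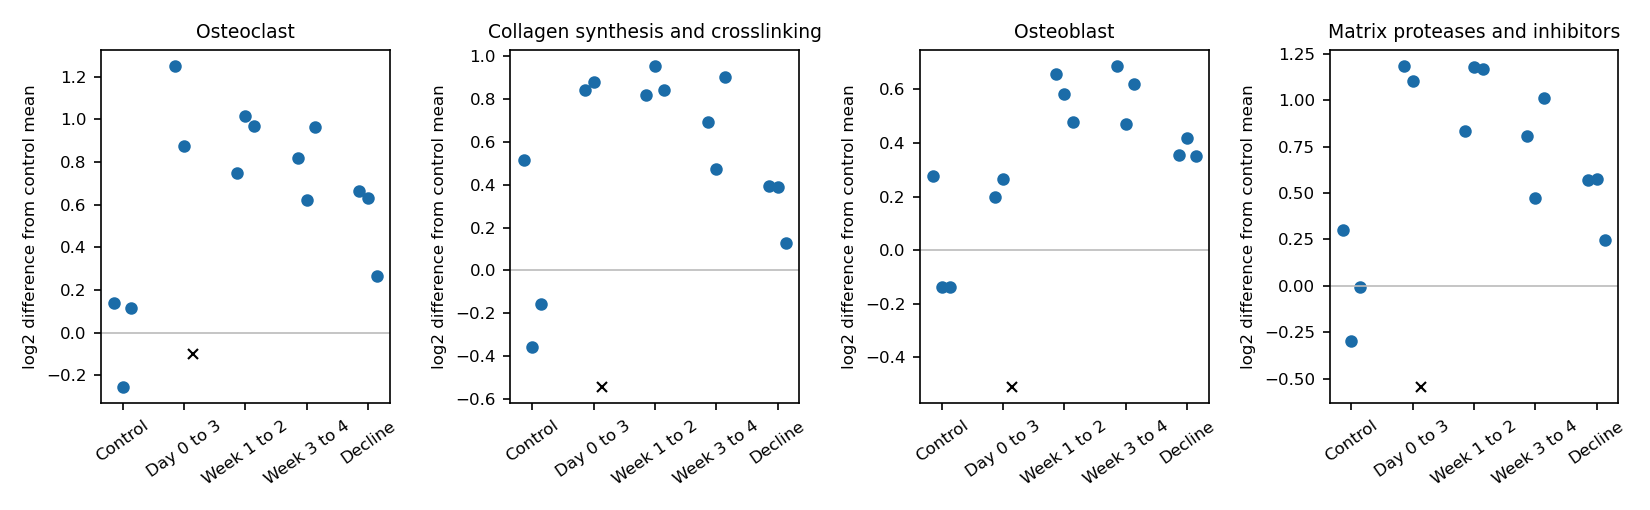
Mean log2 difference from the control mean (y axis) over the osteoclast, collagen synthesis, osteoblast and matrix protease genes in each tarsal joint, by group (x axis). Circles are the 14 arrays and the cross is animal 57. For the osteoclast genes both day 0 to 3 joints (0.87 and 1.25) lie above all controls (-0.26 to 0.14), and animal 57 (-0.10) lies among them.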

In profile two, genes with the highest expression in week 1 to 2, followed by a declining expression pattern, were included. These were in particular genes encoding proteins involved in mineralisation and osteoblast function (*Sp7*, *Spp1, Mgp, Sparc, Enpp1, Bglap1, Ifitm5*; fold changes between 1.5 and 4.5) [15-21] (Table 2, Figure 4B and Table S10 in Additional file 10). 

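The 2 matrix genes of this group rose in week 1 to 2, the calcification inhibitor Mgp 3.23-fold (log2 1.69, standard error 0.30, adjusted p = 0.0055) and osteonectin (Sparc) 2.45-fold (adjusted p = 0.0025), after 2.52-fold and 2.08-fold at day 0 to 3. The osteoblast transcription factor gene Sp7 was at 0.919-fold at day 0 to 3 and 1.44-fold in week 1 to 2 (adjusted p = 0.0558), and the osteoblast membrane gene Ifitm5 at 1.22-fold and 1.42-fold (adjusted p = 0.0511 in week 1 to 2), so that neither passed. In week 3 to 4 Sparc was 2.04-fold higher (adjusted p = 0.025) and Mgp 2.38-fold (adjusted p = 0.053). Mgp, Sparc, Sp7 and Ifitm5 each had their highest fold in week 1 to 2. Against day 0 to 3 directly, the adjusted p was 1.0 for each. The study chose the group on these arrays, so that 5 of 5 measured genes, Ibsp included, rising when adjusted over the list alone is not independent evidence (adjusted p = 0.142 with an estimated correlation). Over all genes 3 rose. Of 16 osteoblast genes fixed before, 7 rose and 0 fell in week 1 to 2 (9 and 2 when adjusted over the list alone), against 3 and 1 at day 0 to 3. Ibsp, Sparc, Col1a1, Col1a2 and Cthrc1, which the study also chose on these arrays, were among those that rose in week 1 to 2. The osteoblast list is thus not independent evidence either. The median log2 difference of day 0 to 3 from week 1 to 2 was -0.27 (camera, adjusted p = 4.3e-11, and adjusted p = 0.142 with an estimated correlation). The mean of the osteoblast list followed the SD of an array over genes at r = 0.64 and that of the mineralisation group at r = 0.79 (across arrays). A second quantile normalisation brought their mean log2 changes in week 1 to 2 from 0.57 and 1.06 to 0.36 and 0.79, and at day 0 to 3 from 0.23 and 0.72 to 0.03 and 0.46. Spp1, Enpp1 and Bglap1 were not analysed here. Adding animal 57, 0 of 2 named calls at day 0 to 3, 0 of 2 named calls in week 1 to 2 and 0 of 1 named call in week 3 to 4 held. Without single arrays, 0 of the 2 calls at day 0 to 3 held without animal 16 or 18 and 1 without control 2. Taking out 1 array at a time, both calls in week 1 to 2 held without any 1 array. As arrays were left out one by one, the call in week 3 to 4 was lost without animal 54, 29, 60, control 2 or control 3.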

Integrin-binding sialoprotein (*Ibsp*; fold change +3.0) also belongs to this group [20], but showed the highest expression in week 3 to 4. Moreover, a large group of genes showed a sustained differential expression pattern at day 0 to 3 and week 1 to 2. These included genes involved in osteoblast functions and ECM formation (*Col1a1, Col1a2, Ogn, Bgn, Col12a1, Ppib, Lum, Hapln1, Cthrc1*, *Postn*; fold changes between 2.2 and 10.3) [13,14,22-27] (Table 2). 

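Ibsp, a sialoprotein of mineralising bone matrix, was 2.08-fold higher at day 0 to 3 (adjusted p = 0.016), 2.46-fold in week 1 to 2 (adjusted p = 0.0035), 2.81-fold (log2 1.49, standard error 0.21, adjusted p = 0.012) in week 3 to 4 and 2.10-fold in decline (adjusted p = 0.13). Its log2 value went from 10.72 ± 0.44 (SD, n = 3) in controls to 12.02 ± 0.19 (SD, n = 3) in week 1 to 2 and 12.21 ± 0.21 (SD, n = 3) in week 3 to 4. The highest fold was in week 3 to 4, but week 3 to 4 against week 0 to 2 gave 1.22-fold without passing (adjusted p = 0.83). None of the 3 calls held over all 15 arrays (adjusted p = 0.99, 0.25 and 0.35). Over fits without 1 array, the call at day 0 to 3 was lost without animal 16 or 18. Dropping 1 array at a time, the call in week 1 to 2 held without any 1 array. Leaving out 1 array at a time, the call in week 3 to 4 was lost without animal 60.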

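All 10 genes of this matrix group rose in week 1 to 2. The largest changes beside Postn were in Cthrc1, 5.77-fold (log2 2.53, standard error 0.40, adjusted p = 0.0033), the fibril-associated collagen gene Col12a1, 4.44-fold, lumican (Lum), 3.79-fold, and osteoglycin (Ogn), 3.62-fold. Collagen type I rose by 2.15-fold (Col1a1) and 2.19-fold (Col1a2). At day 0 to 3 7 rose, with Cthrc1 4.31-fold, Col12a1 4.21-fold, Lum 3.21-fold, the collagen folding gene Ppib 2.22-fold and biglycan (Bgn) 2.04-fold higher. Col1a1 at 1.74-fold, Col1a2 at 1.85-fold and the link protein gene Hapln1 at 1.47-fold did not pass there (adjusted p = 0.12, 0.058 and 0.31). The paper's own p is above 0.05 for Cthrc1, Ogn and Postn at day 0 to 3 and for Ppib and Postn in week 1 to 2. Both phases compared directly gave a median log2 difference of -0.24 for the group and called none of its genes. In week 3 to 4 2 genes passed, Col12a1 (2.80-fold) and Lum (2.65-fold), and in decline 0 by limma (6 at an unadjusted p under 0.05). The group was chosen by the study on these arrays, and 9 and 10 genes rose at day 0 to 3 and in week 1 to 2 when adjusted over the list alone, which is not independent evidence (adjusted p = 0.178 and 0.152 with an estimated correlation). Its mean followed the SD of an array over genes (r = 0.80 across arrays), and its mean log2 change in week 1 to 2 went from 1.70 to 1.31 after a second quantile normalisation. Including the array of animal 57, 0 of 5 named calls at day 0 to 3, 0 of 6 named calls in week 1 to 2 and 0 of 2 named calls in week 3 to 4 held. When single arrays were left out, 0 of the 5 calls at day 0 to 3 held without animal 16 or 18, 3 without control 2 and 4 without animal 43. With each array left out in turn, 4 of the 6 calls in week 1 to 2 held without animal 43 and 5 without animal 33, 52, control 2 or control 3. In fits leaving out single arrays, both calls in week 3 to 4 held only without decline 21, decline 10 or control 1, and 0 to 1 without any other.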

Finally, tissue destruction was reflected by up-regulation of the genes for four metalloproteinases (MMPs): the MMP inhibitor *Timp1;* acid phosphatase 5 (*Acp5*); cathepsin K [28]; cathepsin S [29], and additional cathepsins. These genes were among the most highly expressed, throughout disease development (Table 1, Table 2 and Table S10 in Additional file 10).

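All 9 genes of tissue degradation in this group rose at day 0 to 3 and again in week 1 to 2, and 7 rose in week 3 to 4. Gelatinase B (Mmp9) rose by 2.07 log2 units at day 0 to 3 and was 3.68-fold and 3.01-fold higher in the next 2 phases. The membrane metalloproteinase gene Mmp14 rose 2.45-fold, 2.61-fold and 1.97-fold, and Acp5, the tartrate-resistant phosphatase of osteoclasts, 4.36-fold and 4.19-fold in the first 2. Cathepsin S (Ctss) rose 3.44-fold and 2.91-fold and Mmp19 1.84-fold and 1.78-fold, and both missed the test in week 3 to 4, at 2.25-fold (adjusted p = 0.075) and 1.29-fold (adjusted p = 0.26). In decline 0 of them passed by limma over all genes, with Ctsk at 4.59-fold (adjusted p = 0.14), Mmp13 at 4.52-fold (adjusted p = 0.14) and Timp1 at 3.26-fold (adjusted p = 0.15), with 8 at an unadjusted p under 0.05 and 8 when adjusted over the list alone. The group was chosen by the study on these arrays, so this last count is not independent evidence (adjusted p = 0.148, 0.148, 0.152 and 0.152 with an estimated correlation over the 4 phases). Among 28 matrix protease and inhibitor genes fixed before, 12 rose and 1 fell at day 0 to 3, and 14 and 1 in week 1 to 2 (16 and 17 rose when adjusted over the list alone; adjusted p = 0.152 and 0.152 with an estimated correlation). This wider list holds every gene of the study's group except Acp5, so it is not independent evidence either. A second quantile normalisation brought the mean log2 change of this list at day 0 to 3 from 1.14 to 0.96. When animal 57 was added, 0 of 5 named calls at day 0 to 3, 1 of 5 named calls in week 1 to 2 and 0 of 2 named calls in week 3 to 4 held. On leaving out 1 array, 0 of the 5 calls at day 0 to 3 held without animal 16, 2 without animal 18 and 4 without control 2 or control 3. Without single arrays, 3 of the 5 calls in week 1 to 2 held without animal 43 or 52 and 4 without control 2 or control 3. Taking out 1 array at a time, both calls in week 3 to 4 held only without decline 21, decline 10 or control 1, and 0 to 1 without any other. The call kept with animal 57 was that of Acp5.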

**Figure 4:**
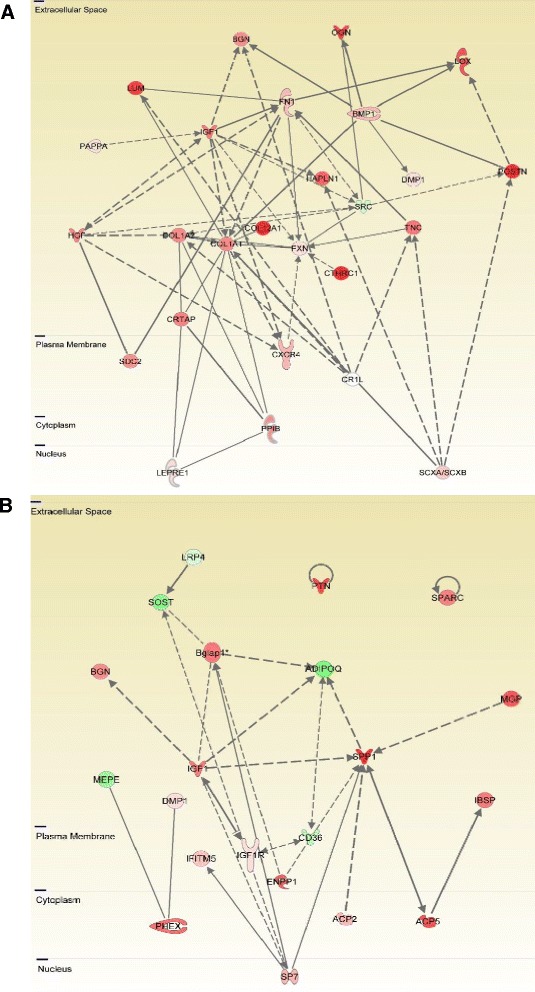
**Gene expression networks during osteoblast activity in early and late phases of joint inflammation. A)** A network of genes related to osteoblast activity, in particular collagen type I assembly and cross-linking, during the early phase of clinical disease. Colours and colour intensity indicate upregulation (red) or downregulation (green) regulation of genes at day 0 to 3, where most of the genes showed the greatest fold change in comparison to non-induced controls. One exception is *Dmp1*, which became upregulated at week 3 to 4. **B)** A network of genes related to osteoblast activity, in particular mineralisation, during the late phase of clinical disease. Colours and colour intensity indicate upregulation (red) or downregulation (green) regulation of genes at week 1 to 2, where most of the genes showed the greatest fold change in comparison to non-induced controls. One exception is *Ibsp*, which was most highly upregulated in week 3 to 4.

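Dmp1, a matrix phosphoprotein of osteocytes, was at 0.721-fold of control at day 0 to 3, 1.16-fold in week 1 to 2, 1.73-fold in week 3 to 4 and 1.45-fold in decline, and passed in no phase (adjusted p = 0.33, 0.59, 0.12 and 0.45). The log2 change in week 3 to 4 was 0.79 with a standard error of 0.27, from 8.37 ± 0.67 (SD, n = 3) in controls to 9.16 ± 0.18 (SD, n = 3). Against week 0 to 2 Dmp1 was 1.80-fold higher in week 3 to 4 (adjusted p = 0.39). The adjusted p in week 3 to 4 was 0.39 over all 15 arrays.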

### Differential expression of genes belonging to the BMP pathway

Differentially expressed genes related to the BMP pathway included the genes encoding the BMP type I and type II receptors (*Bmpr1a* and *Bmpr2*, fold change +2 at week 1 to 2 and day 0 to 3, respectively), and proteins downstream of the BMP signalling pathway (*Smad2* and *Smad6*, fold change +2.1 at week 1 to 2 and −1.8 at day 0 to 3, respectively) (Table 2, Figure 5 and Table S10 in Additional file 10). 

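The BMP receptor genes had folds near 2 that did not pass: Bmpr1a 1.92-fold in week 1 to 2 (log2 0.94, standard error 0.31, adjusted p = 0.0684) and Bmpr2 1.85-fold at day 0 to 3 (adjusted p = 0.0689). Smad2, which carries activin signals, was at 2.03-fold in week 1 to 2 (adjusted p = 0.0650). Smad6, an inhibitor of BMP signalling, fell 1.70-fold at day 0 to 3 (log2 -0.76, standard error 0.19, adjusted p = 0.030) and 1.63-fold in week 1 to 2 (adjusted p = 0.024). Of 35 genes of the BMP and activin pathway fixed before, 2 rose and 2 fell at day 0 to 3 (3 and 3 when adjusted over the list alone), and the activin-binding protein gene Fstl1 was 2.38-fold higher (adjusted p = 0.049; the list gave adjusted p = 0.474 with an estimated correlation). The mean log2 change of the list, 0.22 at day 0 to 3 and 0.14 after a second quantile normalisation, followed the SD of an array over genes (r = 0.93 across arrays). In the fit with animal 57, 0 of 2 named calls at day 0 to 3 and 0 of 1 named call in week 1 to 2 held. As arrays were left out one by one, both calls at day 0 to 3 held only without decline 10, and 0 to 1 without any other. Over fits without 1 array, the call in week 1 to 2 was lost without animal 43, 52 or control 2.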

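At day 0 to 3 the ligand gene Bmp2 was at 1.60-fold (log2 0.68, standard error 0.39), the shared mediator gene Smad4 at 1.23-fold and the BMP-specific Smad5 at 1.48-fold of control (n = 2 and 3). None of the 3 passed (adjusted p = 0.29, 0.38 and 0.0878). Week 1 to 2 had them at 1.60-fold, 1.26-fold and 1.30-fold, and decline at 1.21-fold, 1.02-fold and 1.09-fold, again without passing. The folds at day 0 to 3 with animal 57 were 1.23, 1.04 and 1.31.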

The BMP ligand *Bmp2* (fold change +1.7 at day 0 to 3) together with *Smad4* (fold change +1.3 at day 0 to 3) and *Smad5* (fold change +1.4 at day 0 to 3) showed the same marginal change in expression pattern. The BMP ligands *Bmp4*, *Bmp6,* and *Bmp7* were slightly downregulated (fold change between −1.7 to −1.3 at day 0 to 3).

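Bmp4 fell 1.55-fold at day 0 to 3 (log2 -0.63, standard error 0.18, adjusted p = 0.0459), from a log2 value of 7.66 ± 0.22 (SD, n = 3) to 7.03 ± 0.14 (SD, n = 2). Bmp6 was 1.44-fold lower (adjusted p = 0.19) and Bmp7 1.17-fold lower (adjusted p = 0.45), and neither passed. In week 3 to 4 Bmp4 was at 1.01-fold of control, and week 3 to 4 against week 0 to 2 gave 1.48-fold (adjusted p = 0.24). With animal 57 added, the call at day 0 to 3 did not hold. Dropping 1 array at a time, the call at day 0 to 3 held only without animal 54, decline 21, decline 10 or control 2.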

**Figure 5:**
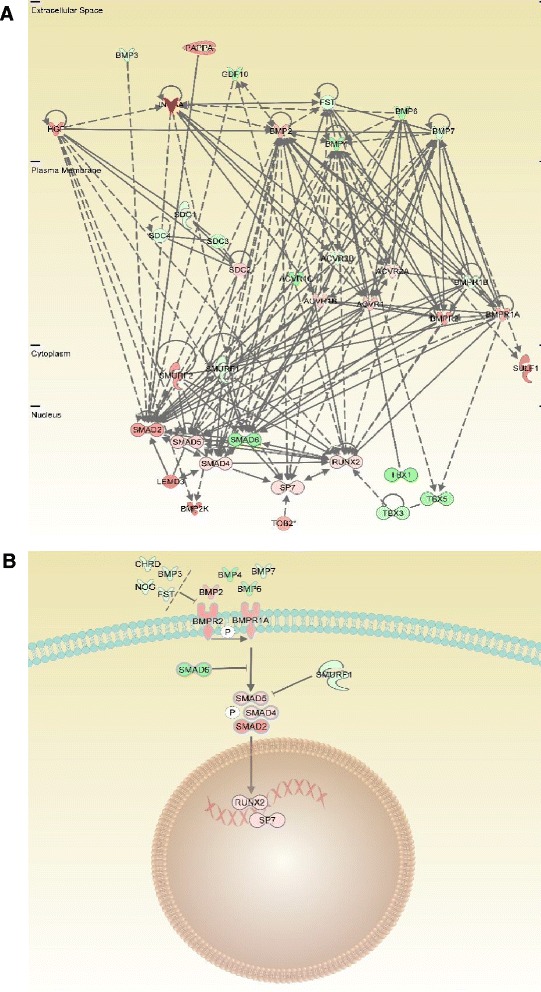
**Differentially expressed genes related to BMP signalling at day 0 to 3 of arthritis in comparison to non-induced controls.** Regulation of genes is indicated by colour and colour intensity (red = upregulated, green = downregulated). **(A)** Network of BMP related genes in general. **(B)** Functional pathway of BMP signalling. BMP, bone morphogenetic protein.

High upregulation of the gene for Inhibin beta A (*Inhba*; fold change +5.6 at day 0 to 3) was found, in addition to minor expression changes in the genes of some of the transforming growth factor beta (TGFβ) receptors (*Acvr2a* and *Acvr2b)* bound by this protein (Table 2 and Figure 5A).

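Inhba, whose product forms activin A, was 5.67-fold (log2 2.50, standard error 0.48, adjusted p = 0.0094) higher at day 0 to 3, 3.72-fold in week 1 to 2 (adjusted p = 0.018) and 2.13-fold in week 3 to 4, where it did not pass (adjusted p = 0.16). Its log2 value was 7.25 ± 0.50 (SD, n = 3) in controls and 9.75 ± 0.08 (SD, n = 2) at day 0 to 3. The activin receptor genes Acvr2a and Acvr2b were at 1.26-fold and 0.840-fold at day 0 to 3 and 1.30-fold and 0.772-fold in week 1 to 2, and neither passed in either phase (lowest adjusted p = 0.13). With animal 57 the fold of Inhba at day 0 to 3 was 2.93 (adjusted p = 0.43). Leaving out 1 array at a time, the call at day 0 to 3 was lost without animal 16 or 18. When single arrays were left out, the call in week 1 to 2 was lost without animal 43, 52 or control 3.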

### Differential expression of genes belonging to the WNT pathway

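Of 39 WNT pathway genes fixed before, 3 rose and 7 fell at day 0 to 3 (3 and 7 when adjusted over the list alone), and 2 and 3 in week 1 to 2. The list gave adjusted p = 0.279 and 0.648 with an estimated correlation. Those that rose furthest were the WNT-binding inhibitor genes Sfrp1, 3.83-fold (log2 1.94, standard error 0.35, adjusted p = 0.0068), and Sfrp2, 3.44-fold (adjusted p = 0.014), while Frzb, an inhibitor of the same family, fell 2.42-fold (adjusted p = 0.033). The receptor gene Fzd1 was 1.73-fold higher at day 0 to 3 (adjusted p = 0.036), and the transcription factor gene Tcf4 was at 1.62-fold in week 1 to 2 without passing (adjusted p = 0.0600). Adding animal 57, 0 of the 4 calls named at day 0 to 3 held. With each array left out in turn, 0 of the 4 calls at day 0 to 3 held without animal 16, 1 without animal 18 and 3 without animal 43, 52, 54, control 2 or control 3.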

Within the group of genes related to the WNT pathway, the genes for the receptor FZD1 (fold change +1.7 at day 0 to 3) and transcription factor TCF4 (fold change +1.7 at week 1 to 2) were differentially expressed, in addition to a number of WNT inhibitors. These included the hypoxia-induced *Hif1a*, which showed more than 4-fold up-regulation and *Sost* and *Ndrg2*, which were between 2 and 5.6-fold downregulated. 

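Hif1a, the oxygen-sensing transcription factor, was 3.94-fold (log2 1.98, standard error 0.35, adjusted p = 0.0062) higher at day 0 to 3, 3.43-fold in week 1 to 2 (adjusted p = 0.0059) and 2.40-fold in week 3 to 4 (adjusted p = 0.0581), where it did not pass. Ndrg2 fell in all 3 phases, 5.20-fold (log2 -2.38, standard error 0.24, adjusted p = 5.3e-04), 3.10-fold and 2.64-fold lower. Sost, which encodes the osteocyte protein sclerostin, fell 1.79-fold at day 0 to 3 (adjusted p = 0.031) and was 1.44-fold lower in week 1 to 2 without passing (adjusted p = 0.0870). Over the 15 arrays, Ndrg2 still passed at day 0 to 3 and in week 1 to 2 (adjusted p = 0.0011 and 0.024), and Hif1a and Sost did not pass at day 0 to 3 (adjusted p = 0.86 and 0.37). The call of Hif1a in week 1 to 2 and that of Ndrg2 in week 3 to 4 were also lost with animal 57 added. In fits leaving out single arrays, 1 of the 3 calls at day 0 to 3 held without animal 16 or 18 and 2 without control 2. On leaving out 1 array, both calls in week 1 to 2 held without any 1 array. Without single arrays, the call in week 3 to 4 was lost without animal 60.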

The well-described WNT inhibitor *Dkk1* was slightly downregulated (Table 2 and Table S10 in Additional file 10).

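Dkk1 was 1.39-fold lower than in controls at day 0 to 3 (log2 -0.47, standard error 0.17), at log2 values of 6.83 ± 0.27 (SD, n = 2) against 7.30 ± 0.20 (SD, n = 3), and did not pass (adjusted p = 0.11). It was at 0.916-fold in week 1 to 2, 1.08-fold in week 3 to 4 and 1.05-fold in decline, also without passing. With animal 57 the fold at day 0 to 3 was 0.777 (adjusted p = 0.48).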

### Comparison to genome-wide association studies in human arthritis

Some of the genes differentially expressed in the herein presented study have been linked to human arthritis in genome-wide association studies (GWAS) (Table 2). Of those genes, several are involved in cartilage- and bone remodelling (underlined in Table 3).

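Among 14 genes of Table 3 measured here, 5 rose and 0 fell at day 0 to 3, 7 rose in week 1 to 2, 2 in week 3 to 4 and 0 in decline by limma (5 at an unadjusted p under 0.05). Cd84, a receptor of immune cells, was 2.91-fold (log2 1.54, standard error 0.30, adjusted p = 0.0094) and 2.86-fold higher at day 0 to 3 and in week 1 to 2. The proteasome assembly gene Psmg1 was 2.02-fold and 1.96-fold higher, and the cyclooxygenase gene Ptgs2 2.45-fold at day 0 to 3 (adjusted p = 0.028). By week 1 to 2 the matrix gene Edil3 rose 2.65-fold, the link protein gene Hapln1 2.22-fold, the kinase gene Cdk6 2.21-fold and Anapc4 1.77-fold. In decline Ptgs2 was at 0.681-fold (adjusted p = 0.46), at log2 values of 6.42 ± 0.22 (SD, n = 3) against 6.97 ± 0.08 (SD, n = 3) in controls. Ptpn2 at 1.76-fold, Gnl3 at 2.15-fold and Prkcq at 0.513-fold did not pass at day 0 to 3 (adjusted p = 0.0920, 0.0684 and 0.13). The genes were chosen by the study partly on these arrays. Adjusted over the list alone, 10 rose and 1 fell at day 0 to 3 and 12 rose in week 1 to 2, which is not independent evidence (adjusted p = 0.216 and 0.191 with an estimated correlation). Including the array of animal 57, 0 of 3 named calls at day 0 to 3 and 0 of 6 named calls in week 1 to 2 held. Taking out 1 array at a time, 0 of the 3 calls at day 0 to 3 held without animal 16 or 18 and 2 without control 2 or control 3. As arrays were left out one by one, all 6 calls in week 1 to 2 held only without decline 21, decline 10 or control 1, and 2 to 5 without any other.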

**Table 3:** **Differential expression of genes associated with human arthritis in GWAS studies**

**Gene symbol**	**Ctrl** ^**a**^	**0 to 3d vs. Ctrl** ^**b**^	**1 to 2w vs. Ctrl** ^**c**^	**3 to 4w vs. Ctrl** ^**d**^	**Decline vs. Ctrl** ^**e**^	**Protein function**
	**log2**	**Fold change (** ***P*** **-value)**				
**Ankylosing spondylitis**						
***Hapln1***	**6.72**	**1.69 (0.15)**	**3.10 (0.01)**	**2.89 (0.005)**	**2.08 (0.01)**	**Involved in cartilage development and bone formation. Associated with osteophyte formation in OA [** 30 **].**
***Edil3***	**5.58**	**1.53 (0.14)**	**2.95 (0.003)**	**3.07 (0.005)**	**2.33 (0.11)**	**Integrin ligand with a proposed role in cartilage development and angiogenesis. Inhibitor of the WNT pathway [** 30 **].**
***Ano6***	**7.22**	**2.25 (0.05)**	**1.88 (0.04)**	**1.61 (0.14)**	**1.19 (0.60)**	**Regulates phosphatidylserine exposure on the cell surface, which is essential for mineralisation of bone and involved in osteoclast formation [** 30 **,** 31 **].**
*Psmg1*	6.95	2.04 (0.002)	1.91 (0.002)	1.37 (0.03)	1.03 (0.78)	Proteasome Assembly Chaperone 1. The gene is, in addition, associated with inflammatory bowel disease [32].
**Rheumatoid arthritis**						
*Anapc4*	6.85	1.77 (0.0008)	1.91 (0.0003)	1.45 (0.02)	1.18 (0.45)	An SNP close to this gene was associated with RA susceptibility [33]. The encoded protein is an E3 ubiquitin ligase involved in control of the cell cycle, muscle cell function, and function of neurons [34].
*Cd84*	5.61	3.07 (0.01)	3.01 (0.004)	2.17 (0.02)	1.51 (0.12)	Membrane protein involved in immune function. High expression of the gene was associated with a positive response to Etanercept treatment [35].
***Il6st***	**9.44**	**2.41 (0.03)**	**1.79 (0.06)**	**1.52 (0.10)**	**1.09 (0.76)**	**Signal transducing subunit for cytokines belonging to the IL-6 family. Activates Stat-3, which plays a role in OC** **and OB** **differentiation and their interaction [** 36 **].**
*Ptpn2*	6.68	1.74 (0.06)	1.78 (0.02)	1.32 (0.30)	1.46 (0.16)	Protein phosphatase involved in T-cell activation by regulation of the JAK/STAT signalling pathway [33,37,38].
*Cdk6*	5.88	2.51 (0.10)	2.35 (0.08)	2.11 (0.08)	1.64 (0.21)	Cyclin-dependent kinase involved in proliferation of lymphocytes [39].
*Prkcq*	7.42	0.48 (0.17)	0.65 (0.26)	0.55 (0.16)	0.61 (0.32)	Kinase involved in activation of NFκB and AP-1 transcription factors [39].
*Prkch*	7.20	1.36 (0.04)	1.43 (0.07)	1.58 (0.06)	0.99 (0.95)	Serine/threonine kinase. The association with RA is suggestive [38].
**Osteoarthritis**						
*Gnl3*	7.81	2.41 (0.11)	2.10 (0.08)	2.17 (0.07)	1.47 (0.34)	Nucleostemin. Increased in *in vitro* cultures of chondrocytes from patients with OA [40].
*Glt8d*	7.18	1.97 (0.03)	1.99 (0.02)	1.43 (0.05)	1.13 (0.71)	Involved in glycosylation of cartilage proteins [40].
*Pla2g*	5.96	1.47 (0.16)	1.67 (0.04)	2.06 (0.03)	1.71 (0.04)	Cytosolic phospholipase A2 enzyme. mRNA transcript was abundantly expressed in chondrocytes from OA patients [41].
*Ptgs2*	6.91	2.66 (0.01)	1.72 (0.07)	1.15 (0.41)	1.56 (0.03)	Cyclooxygenase 2 (COX-2). mRNA transcript was abundantly expressed in chondrocytes from OA patients [41].
***Col12a1***	**8.24**	**4.56 (0.04)**	**4.82 (0.01)**	**2.97 (0.04)**	**1.74 (0.22)**	**A SNP close to this gene has been associated with OA susceptibility [** 40 **]. The encoded protein is expressed by OB in areas of bone formation. KO** **mice have skeletal abnormalities with less mechanical strength and reduced matrix deposition [** 24 **].**

^a^Mean log2 expression in non-induced control mice. Mean fold change and *P*-value in comparison to control: ^b^on day 0 to 3, ^c^in week 1 to 2, ^d^in week 3 to 4, ^e^in the declining disease phase. Genes shown in bold are encoding proteins with a known function in cartilage- or bone remodelling. Ctrl, control; GWAS, genome-wide association studies; IL-6, interleukin 6; KO, knockout; NFκB, nuclear factor kappa B; OA, osteoarthritis; OB, osteoblast; OC, osteoclast; RA, rheumatoid arthritis; WNT, wingless-type.

## Discussion

In this study, we have shown that in CIA, major histopathological changes, comprising inflammation as well as bone formation and ankylosis, occur within the first two weeks after the inflammatory symptoms become clinically apparent in a joint. Moreover, we have shown that the histopathology is reflected at the gene expression level, where a number of genes, coding for proteins important in inflammation and bone remodelling, are differentially expressed within the same time period after disease onset. This suggests that the CIA model is relevant for the osteoproliferative inflammatory arthritis in PsA and AS.

Bone formation in the murine CIA model has been described as starting in the subacute inflammatory disease phase, two to four weeks after onset of arthritis, but mainly playing a role in the healing state two to three months after onset [2]. However, no studies disclose any molecular details regarding bone formation throughout the arthritis disease course. Recently, Schett *et al*. [3] performed a histological study of new bone formation in the rat CIA and AIA models. In their study, periosteal proliferation was noted on day 3 (CIA) and day 5 (AIA) after onset of arthritis and new bone formation peaked at day 27 after onset of arthritis in both models.

The link between joint inflammation and bone remodelling is not clear. In human arthritis, areas with inflammation were shown to be predictive of bone formation [42], but bone formation does not seem to be blocked by anti-tumor necrosis factor alpha (TNFα) treatment [43]. In the present study, we have shown that in the murine CIA model, bone formation is (1) initiated during active inflammation, (2) develops in parallel with the inflammation, and (3) that the bone mineralises and remodels when clinical inflammatory signs are declining.

The molecular events underlying inflammation and bone remodelling were investigated using gene expression profiling. The results are based on a first kinetic mapping of global gene expression in the joint during clinical onset and development of arthritis. Expression of specific genes might differ depending on the microanatomical site within the joint and future studies of proteins important in the interplay between inflammation and bone formation should address this. We found that the bone pathology observed histologically was reflected in the Bio Functions, significantly associated with differentially expressed genes, from onset to decline of clinical arthritis in the joint. Moreover, genes involved in inflammation and bone remodelling were co-expressed during the first two weeks after onset of clinical arthritis and, hereafter, the gene expression gradually normalized to control levels, while the clinical inflammation was declining. A muscle-specific signature was observed among the most downregulated genes during the first two weeks after onset of arthritis. This may reflect muscle inactivity and atrophy observed in the model [44] and may translate to the impaired muscle function observed in arthritis patients. However, since animals in the acute disease phase also lose weight, this may partly explain some of the gene expression changes observed in muscle-specific genes.

Several metalloproteinases and cathepsins associated with human arthritis showed sustained, high expression during the entire disease course (Table 1, and Table S10 in Additional file 10). These reflect tissue destruction, in addition to being a link between bone erosion and bone formation. MMP9 and MMP13 have been shown to play a crucial role in endochondral bone formation, as well as in matrix degradation and in OC and osteoprogenitor differentiation [45,46].

Genes with the highest fold change at day 0 to 3 after onset of clinical arthritis reflected osteoclast function and differentiation, in addition to ECM formation and collagen type 1 assembly, while genes showing the highest fold change at week 1 to 2 or week 3 to 4 encompassed a well-known group of OB markers and genes involved in mineralisation (Table 2, Figure 4A and B). These variations in gene expression pattern mirror the development in OB differentiation and function, as gene expression is specific for the differential stages of the OB [47]. The gene expression profiles followed the histological observations: bone erosion, periosteal proliferation and osteoid secretion, was observed in the initial phase followed by onset of endochondral bone formation and mineralisation in weeks 1 to 2. The data support a model for bone remodelling during arthritis, where bone erosion is mainly taking place during the very early phase of clinical arthritis, with the onset of tissue remodelling and bone formation following shortly after, developing in parallel with the inflammation. When the inflammatory response ceases, the addition of new bone decreases, and the hitherto created bone is remodelled and mineralised. As suggested by the histological results, the newly formed bone may be created in different processes depending on the microanatomical site. Thus, addition of bone in the periosteum takes place first, without preceding cartilage formation, while osteophytes at the joint margin are created in a process resembling endochondral ossification (Figure 6). A comparison of the present data to the proteoglycan-induced arthritis (PGIA) model reveals a high degree of similarity concerning the mixed anabolic and catabolic bone remodelling profile [8]. In contrast, the TNFα-transgenic arthritis mouse model showed a primarily catabolic bone remodelling profile, while genes representing the osteoproliferative response showed no or marginally differential expression [7]. This is in line with a general comprehension of the TNFα-transgenic mouse as a mainly erosive model, while the PGIA and CIA models demonstrate osteoproliferative arthritis. All three models showed a strong up-regulation of *Mmps* and *Timp1*. Data are compared in Table S10 Additional file 10.

**Figure 6:**
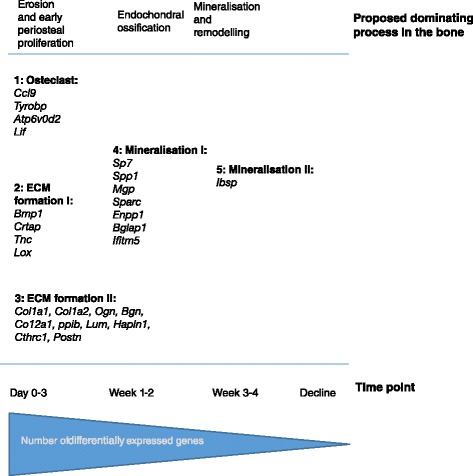
**Bone remodelling in the CIA model.** Model of bone remodelling during the course of clinical arthritis. The proposed dominating process in the bone is shown in the top part of the figure. Differentially expressed genes, encoding proteins with a function in bone remodelling, are divided into groups according to function and time point of highest differential expression in comparison to the control. All genes are upregulated in comparison to the control at the indicated time-point. Group 1: genes encoding proteins involved in osteoclast function and differentiation; Group 2: genes encoding proteins with a function in extracellular matrix formation and collagen type I assembly (highest differential expression at day 0 to 4); Group 3: genes encoding proteins with a function in extracellular matrix formation and collagen type I assembly (sustained high differential expression on day 0 to 4 and week 1 to 2); Group 4: genes with a function in mineralisation of bone (highest differential expression in week 1 to 2); Group 5: genes with a function in mineralisation of bone (highest differential expression during week 3 to 4). CIA, collagen-induced arthritis; ECM, extracellular matrix.

Highly differentially expressed genes encoding proteins involved in bone formation between day 0 to 3 of clinical arthritis are potential links between inflammation and bone formation. Two of these genes are the insulin-like growth factor (IGF)-dependent proteinase pregnancy-associated plasma protein A gene (*Pappa*) and periostin (*Postn*). In addition, genes particularly involved in early ECM formation, preceding bone formation, are potential candidates. The PAPP-A protein is an anabolic growth factor in bone *in vivo* and *in vitro* [48,49] and regulates bioavailability of Insulin-like growth factor (IGF) involved in bone formation [50], and also differentially expressed. Expression of *Pappa* is stimulated by inflammatory cytokines in several cell types, including OBs, and macrophages isolated from artherosclerotic lesions [51,52]. It has recently been identified as a marker of inflammation in acute coronary syndrome [53]. Furthermore, *Pappa* knockout mice display disturbed bone formation [54,55], while mice overexpressing *Pappa* have increased bone formation [48,49]. Thus, *Pappa* expression might be induced in the early inflammatory environment and the protein could be involved in initiating bone formation in the CIA model.

The *Postn* gene is one of the highly differentially expressed genes with a proposed role in bone remodelling. It is preferentially located in the periostium and is re-expressed during fracture repair, mechanical stress, and in RA [14]. The expression is regulated by BMP2 and TGFβ. Overexpression of periostin increases bone formation possibly by promoting cell survival of preosteoblasts and OBs [56]. By binding fibronectin, tenascin and BMP1, it increases the activation of pro-lysyl oxidase, which in turn cross-links collagen [14]. Moreover, BMP1 has been linked to arthritis and bone formation [57,58] and may increase bone formation in several ways.

In weeks 1 to 2 after clinical onset, many genes reflecting the mineralisation of osteoid showed the highest differential expression over time in comparison to control (Table 2 and Figure 4B). Integrin-binding sialoprotein (*Ibsp*) is involved in the formation of crystals, as well as cell attachment to hydroxyapatite [20]. Osteonectin (*Sparc*) binds and connects hydroxyapatite to collagen type I [21], while osteonectin (*Spp1*) binds hydroxyapatite crystals, inhibiting their formation [21]. Moreover, these genes also reflect the complexity of interactions between ECM, OCs and OBs, as many of them have dual functions in bone remodelling.

In summary, the network of regulated genes involved in collagen type I assembly represented in Figure 4A, might play an important role in arthritis-associated ECM formation, leading to fibrosis and osteophyte formation.

Of particular interest in arthritis-associated bone remodelling are molecules belonging to the BMP and WNT signalling pathways. In human arthritis, the BMP ligands 2 and 6 [59] and their receptors BMPR1a and BMPR2 [60] were upregulated, while BMP ligands 4 and 5 were downregulated in RA and osteoarthritis (OA) synovium in comparison to normal control samples. Our results showed a similar up-regulation of the genes for the receptors BMPR1a and BMPR2, but down-regulation of *Bmp4*, *Bmp6* and *Bmp7* (Figure 5).

One of the strongly upregulated genes in this study is *Inhba* (Inhibin beta A), which may stimulate the TGFβ signalling pathway through binding to receptors Acv1b, Avr2a and Avr2b. This non-steroidal hormone regulating follicle-stimulating hormone (FSH) secretion is reported to increase bone formation in a knock-in transgenic mouse [61], and has been associated with human arthritis [62].

A profile of WNT signalling is not distinct in our gene expression data, since most of the genes belonging to this pathway were marginally differentially expressed compared to the control samples. However, a number of WNT inhibitors were differentially expressed. These included the upregulated *Hif1a*. The encoded protein is a hypoxia inducible factor that plays a role in angiogenesis during endochondral bone formation. Together with Sp7, it inhibits the WNT signalling pathway [63]. Moreover, WNT inhibitors *Sost* and *Ndgr2* were both downregulated and *Dkk1*, the master regulator of WNT signalling, was slightly downregulated. This could be expected during anabolic bone conditions. *Sost* and *Dkk1* downregulation has been associated with proteoglycan-induced arthritis in mice, and DKK1 with human AS [8].

In Table 3, several genes identified in GWAS of human arthritis are listed together with the expression data from the CIA model found in the present study. The five underlined genes encode proteins with a function in cartilage or bone remodelling, and are potential therapeutic candidate genes. The expression of those genes highlights the importance of the CIA model for studies of osteoproliferative inflammatory arthritic diseases.

## Conclusions

Bone remodelling in the CIA model results in ankylosis within one to two weeks after clinical disease onset and occurs simultaneously with the local inflammatory process in the joint. Furthermore, in this study, we have identified networks of genes involved in early and late bone formation, as well as genes associated with human arthritis, which may provide potential targets for modulating bone formation in arthritis.

Taken together, this suggests that the CIA model is an important tool in investigations of the relationship between inflammation and bone formation in the search for therapeutic targets to prevent ankylosis in inflammatory arthritis.

## Additional files

Additional file 1: Table S2. A and B: Overview of samples used for histology and global gene expression study. Additional file 2: Figure S1. Illustration of histological bone scores. **(A)** Bone erosion and formation score 0: no pathological changes. **(B)** Bone erosion score 2. **(C)** Bone formation score 2. **(D)** Bone erosion score 4. **(E)** Bone formation score 4. Additional file 3:
**RMA gene default summary of array data for review.**
Additional file 4: Table S4. Table of assay IDs for specific primer/probe sets (Life Techologies) used for validation of gene expression at AROS Applied Biotechnology A/S. Additional file 5: Table S5.
**(A)** Comparison of samples from day 0 to 3 versus control. **(B)** Comparison of samples from week 1 to 2 versus control. **C)** Comparison of samples from week 3 to 4 versus control. **(D)** Comparison of samples from the declining disease phase versus control. Additional file 6: Figure S6. Validation of selected genes by qPCR showing correlation between the microarray data (X-axis, log2-transformed values) and the qPCR data (Y-axis, δCt values). δC_t,gene_ is calculated as C_t,Gapdh_-C_t,gene._ Color coding, Red: day 0 to 3; Yellow: week 1 to 2; Green: week 3 to 4; Blue: declining disease phase; Black: control. Additional file 7: Figure S7. Validation of selected genes by qPCR showing a non-significant correlation between the microarray data (X-axis, log2 transformed values) and the qPCR data (Y-axis, δCt values). δC_t,gene_ is calculated as C_t,Gapdh_-C_t,gene._ Color coding, Red: day 0 to 3; Yellow: week 1 to 2; Green: week 3 to 4; Blue: declining disease phase; Black: control. Additional file 8: Table S8. Correlation data and *P*-values for correlation between microarray and qPCR data. Additional file 9: Table S9. Selected Bio Functions related to bone. The Bio Functions that form the basis of the list of genes encoding proteins with a function in bone remodelling. Additional file 10: Table S10. List of genes encoding proteins with a suggested function in bone remodelling. The list was created from data in the selected Bio Functions and supplemented with genes based on literature search. The data are also compared to data from other gene expression studies. A list of references is available (please contact the corresponding author).

## Abbreviations

AIA: antibody-induced arthritis
AS: ankylosing spondylitis
BMP: bone morphogenetic protein
CFA: complete Freund’s adjuvant
CIA: collagen-induced arthritis
CII: collagen type II
ECM: extracellular matrix
ERK: extracellular signal-regulated kinases
FSH: follicle-stimulating hormone
GWAS: genome-wide association studies
IFA: incomplete Freund’s adjuvant
IGF: insulin-like growth factor
IPA: Ingenuity Pathway Analysis
MMP: matrix metallopeptidase
OA: osteoarthritis
OB: osteoblast
OC: osteoclast
PGIA: proteoglycan-induced arthritis
PsA: psoriatic arthritis
RA: rheumatoid arthritis
TGFβ: transforming growth factor beta
TNFα: tumor necrosis factor alpha
WNT: wingless-type

# Supplementary material for: Kinetics of gene expression and bone remodelling in the clinical phase of collagen-induced arthritis
**Source:** Arthritis Res Ther. 2015 Mar 5;17(1):43. doi: 10.1186/s13075-015-0531-7
**Supplement:** Additional file 1: Table S2. — A and B: Overview of samples used for histology and global gene expression study.

## Additional table 2A and B

Overview of samples used for histology and global gene expression study

**Additional table 2A: Joints used for the histological study**

|                                   |          |          |           |          |                                  |
|-----------------------------------|----------|----------|-----------|----------|----------------------------------|
| Duration of clinical inflammation | 0-3 days | 4-7 days | 1-2 weeks | >2 weeks | > 2 weeks, declined inflammation |
| Number of joints                  | 14       | 10       | 11        | 5        | 12                               |
| Clinical score at sampling        | 3        | 3        | 3         | 3        | <2*                              |

\*The joints had had a clinical score of 3 for minimum 2 weeks. Hereafter, the clinical score had declined minimum 1 score.

**Additional table 2B: Joints used for the global gene expression study**

|                            |          |           |           |                                 |
|----------------------------|----------|-----------|-----------|---------------------------------|
| Duration of inflammation   | 0-4 days | 1-2 weeks | 3-4 weeks | >2 weeks, declined inflammation |
| Number of joints           | 3        | 3         | 3         | 3                               |
| Clinical score at sampling | 3        | 3         | 3         | <2*                             |

\* The joints had had a clinical score of 3 for minimum 2 weeks. Hereafter, the clinical score had declined minimum 1 score.

# Supplementary material for: Kinetics of gene expression and bone remodelling in the clinical phase of collagen-induced arthritis
**Source:** Arthritis Res Ther. 2015 Mar 5;17(1):43. doi: 10.1186/s13075-015-0531-7
**Supplement:** Additional file 4: Table S4. — Table of assay IDs for specific primer/probe sets (Life Techologies) used for validation of gene expression at AROS Applied Biotechnology A/S.

**Additional table 4**

|    | <b>Assay genes</b> | <b>Assay ID</b> |
|----|--------------------|-----------------|
| 1  | <i>Pappa</i>       | Mm01259244_m1   |
| 2  | <i>Postn</i>       | Mm00450111_m1   |
| 3  | <i>Hapnl1</i>      | Mm00488952_m1   |
| 4  | <i>Ano6</i>        | Mm00614693_m1   |
| 5  | <i>Il6st</i>       | Mm00439665_m1   |
| 6  | <i>Col12a1</i>     | Mm01148576_m1   |
| 7  | <i>Crtap</i>       | Mm00517335_m1   |
| 8  | <i>Igf1</i>        | Mm00439560_m1   |
| 9  | <i>Bmpr1a</i>      | Mm00477650_m1   |
| 10 | <i>Bmpr2</i>       | Mm00432134_m1   |
| 11 | <i>Inhba</i>       | Mm00434339_m1   |
| 12 | <i>Bglap1</i>      | Mm03413826_mH   |
| 13 | <i>Ibsp</i>        | Mm00492555_m1   |
| 14 | <i>Sparc</i>       | Mm00486332_m1   |
| 15 | <i>Gapdh</i>       | Mm99999915_g1   |

# Supplementary material for: Kinetics of gene expression and bone remodelling in the clinical phase of collagen-induced arthritis
**Source:** Arthritis Res Ther. 2015 Mar 5;17(1):43. doi: 10.1186/s13075-015-0531-7
**Supplement:** Additional file 8: Table S8. — Correlation data and P-values for correlation between microarray and qPCR data.

**Additional table 7**

| Gene           | R <sup>2</sup> | R    | p-value |     |
|----------------|----------------|------|---------|-----|
| <i>Ano6</i>    | 0,26           | 0,51 | 0,06    | *   |
| <i>Bglap1</i>  | 0,60           | 0,77 | 0,0013  | **  |
| <i>Bmpr1a</i>  | 0,05           | 0,22 | 0,45    | NS" |
| <i>Bmpr2</i>   | 0,02           | 0,15 | 0,61    | NS" |
| <i>Col12a1</i> | 0,57           | 0,75 | 0,002   | **  |
| <i>Crtap</i>   | 0,16           | 0,40 | 0,15    | NS" |
| <i>Hapln1</i>  | 0,53           | 0,73 | 0,003   | **  |
| <i>Ibsp</i>    | 0,66           | 0,82 | 0,0003  | *** |
| <i>Igf1</i>    | 0,46           | 0,68 | 0,007   | **  |
| <i>Il6st</i>   | 0,31           | 0,56 | 0,04    | *   |
| <i>Inhba</i>   | 0,34           | 0,58 | 0,03    | *   |
| <i>Pappa</i>   | 0,25           | 0,50 | 0,07    | *   |
| <i>Postn</i>   | 0,72           | 0,85 | 0,0001  | *** |
| <i>Sparc</i>   | 0,40           | 0,63 | 0,016   | *   |

Data and p-values for the correlation between  
microarray and qPCR analyses.

\* p<0.1, \*\* p<0.01, \*\*\* p<0.001. "NS: Not significant.

How the deposited data were processed for this re-analysis (not part of the article)

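RNA of tarsal joints from 15 mice, 1 array per joint and none pooled, had been extracted with mirVana columns, amplified with a NuGEN Pico kit and measured on one-colour Affymetrix Mouse Gene 1.0 ST arrays. The joints are 3 of day 0 to 3, 3 of week 1 to 2 and 3 of week 3 to 4 of collagen-induced arthritis, 3 of the declining phase and 3 controls. The authors corrected the background, quantile normalised and summarised the probes by RMA in R 2.15, and the deposited values are on the log2 scale, from 1.56 to 14.26. The version of affy and whether 14 or 15 arrays were normalised together are not given in the sources used here. The 4963 probe sets of Additional file 3 held here were checked against the same probe sets of its 14 arrays: the lowest correlation over probe sets was 0.9996 and the largest mean absolute difference 0.044.

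Of 35556 probe sets, those that name 1 gene in the probe annotation were used (21789, of which 21698 also match a gene identifier); 1621 with several genes and 12146 with none listed were left out. For 999 genes with more than 1 probe set the one with the highest mean over 14 arrays was taken, which left 19938 genes. The array of animal 57, marked in the labels as failing quality control, was left out first and added second, as the text says at each result. A listed symbol was matched to a current symbol, and to an older one only where no gene bears it now. Bglap1, C3, Enpp1 and Spp1 were not analysed here, having no probe set that names that gene alone, nor were RT-qPCR values, imaging or histology.

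Groups were fitted together in limma 3.58.1 under R 4.3.3, by lmFit and eBayes with 5 group means and no covariate, and the contrasts were each phase against control, day 0 to 3 against week 1 to 2, decline against week 3 to 4, and week 3 to 4 against day 0 to 3 and week 1 to 2 pooled. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes; counts at 2-fold and an unadjusted p under 0.05 are given beside it. The 31 gene lists set before the values were examined, and 8 lists taken from the paper, were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry, each adjusted over 273 tests. Arrays were clustered on the 1000 genes with the largest variance by average linkage on 1 minus the correlation, and read at 3 clusters. The overlap of phases was set against 100 simulations of unchanged groups that share their controls. List means of single comparisons were tested by exact permutation. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

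Genes are named by a rule set beforehand: every gene the paper names in its text, Tables 1 to 3 and legends, whose values in those tables had been seen; for each phase against control and for week 3 to 4 against week 0 to 2, the 10 largest rises and the 10 largest falls among called genes whose groups do not overlap; and up to 4 members of a list with the largest absolute log2 change. Myl2, the 1 gene called between day 0 to 3 and week 1 to 2, also falls under it.

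The alternatives tried were all 15 arrays; each array left out in turn; an ANOVA of the 2 groups compared, as the methods name an ANOVA without its groups; a fit of the 2 groups compared; trend and robust moderation; array weights; arrays centred on their medians; a second quantile normalisation; limits of 4 and 6 on the mean log2 value of a group; all probe sets; the mean of the probe sets of a gene; a fold of at least 2 added to the adjusted p; the letter code of the array names as a block or as a subset; other linkages and gene numbers (200 or all) in the clustering; and the muscle and epidermis means as covariates of the list tests. One median and SD for every array, and leaving out decline 10 and control 2, the arrays of narrowest range among the 14, and an ANOVA over all groups were added after the data were seen.

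The calculation was tested on simulated data in which, of 19938 genes, 100 were changed at 4-fold and 100 at 2-fold. At 4-fold, 84 of the 100 were called at day 0 to 3, 91 in week 1 to 2, 92 in week 3 to 4 and 91 in decline, and at 2-fold 46, 55, 61 and 62, with 3 to 10 false calls. Arrays have no read depth; precision rests on 2 or 3 arrays per group and on the range of each array, whose SD over genes was 1.22 to 1.65 among the 14.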

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

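The 3 tests of the epidermal pattern, the means and the control ranges of medians in the ribosomal pattern, the setting that gives every array one median and SD and 2 of the 22 settings of the clustering were chosen after the values had been seen.

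Epidermal genes lay 2.26 log2 units higher in week 3 to 4 than in week 0 to 2, with animals 29 and 60 at 2.02 and 1.88 against the control mean and animal 54 at -0.66. The tables argue against a rise of this size in every joint of week 3 to 4, since animal 54, the joint whose array shares its letter code with week 0 to 2, lay only 0.52 above the week 0 to 2 mean. Whatever the letter code marks is one candidate explanation, and a remnant of skin, which the methods describe as removed before the joints were taken, is another, as the 3 control joints alone spanned 2.30 in the same genes. With the code as a block the difference was 0.52, barely above the bound of 0.5 set for no difference and from a single array, so that weeks 3 to 4 of arthritis, letter code and skin content cannot be told apart.

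Decline 10 joined a control first in all 22 settings of the clustering, with 1 to 3 controls in its cluster, and its values spanned a narrow range (SD over genes 1.28, against 1.51 and 1.59 in the other declining joints). Low array quality is a candidate explanation: over genes, the departure of decline 10 from the other declining joints went with that of animal 57 from its group (r = 0.650 across genes) and with that of control 2 from the other controls (r = 0.536 across genes). The first of these would also arise if both joints had less arthritis. The second cannot tell array quality from milder disease in decline 10 either, since controls differed in some of the same lists without arthritis. Control 1 and control 2 lay at 0.51 and -0.36 for collagen synthesis and at 0.30 and -0.31 for macrophage genes. For cytokine genes both lay at 0.06. After a second quantile normalisation, 3 of 8 inflammation and matrix lists lay above the highest control in decline 10 and 5 in both other declining joints. An array no different from 3 controls would lie above them in about 1 of 4 lists, and the count meets neither bound set for the test, so that a return to control expression stays open beside low array quality.

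Ribosomal protein genes had mean log2 changes of 1.03, 0.94, 0.84 and 0.56 in the 4 phases and medians of 0.75, 0.70, 0.81 and 0.52, while the controls alone spanned 0.87 in their means, with control 2 lowest, and 0.88 in their medians. A second quantile normalisation left 47.7% of the median and 64.2% of the mean at day 0 to 3, so that the median met the bound set for the narrow signal range of control arrays and the mean did not. The median of 0.36 left there was a little above the 0.33 that control medians then spanned, but below the 0.40 that control means spanned. The mean of 0.66 was above that 0.40, the bound set for an effect of the arthritis phase. In the next 3 phases the means left were 0.55, 0.51 and 0.37 and the medians 0.27, 0.47 and 0.31, both above those ranges in week 3 to 4, the mean alone in week 1 to 2 and neither in decline. An equal median and SD for every array left means of 0.47, 0.39, 0.26 and 0.30 against a control range of 0.37 and medians of 0.11, 0.08, 0.18 and 0.30 against 0.40, so that an arthritis phase and, for a part of the change, a narrow signal range of controls both stay open.

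Myl2 differed between day 0 to 3 and week 1 to 2 in a direct test, at a log2 difference of -2.96 (adjusted p = 0.028; 0.18 with animal 57), lower in both joints of day 0 to 3 than in all 3 of week 1 to 2, and its call was lost without animal 16, 18, 33, 43, 54, 29, decline 15 or control 1.

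The next values were noted because genes that the paper does not discuss were among the largest rises, with every joint of the phase above every control. At day 0 to 3 the log2 changes were 3.91 for Crabp2, 3.75 for Rplp0, 3.38 for Ms4a6b and 3.35 for Polr2h. In week 1 to 2 they were 3.41 for Crabp2, 3.35 for Rplp0, 3.23 for Uqcrh, 3.19 for Gm10561 and 3.09 for Polr2h. Those of week 3 to 4 were 2.83 for Slc44a1, 2.82 for Gm10561, 2.74 for Rpl41, 2.67 for Snrpe, 2.39 for Slitrk6 and 2.39 for Snord104. Other probe sets of these genes gave -0.08 and -0.25 for Rplp0 and 0.75 and 0.78 for Polr2h at day 0 to 3 and in week 1 to 2, and in week 3 to 4 0.39 for Slc44a1 and 2.74 for both others of Rpl41. When animal 57 was added, 0 of 4 named calls at day 0 to 3, 1 of 5 named calls in week 1 to 2 and 0 of 6 named calls in week 3 to 4 held. Over fits without 1 array, 3 of the 4 calls at day 0 to 3 held without animal 16 or 18. Dropping 1 array at a time, 4 of the 5 calls in week 1 to 2 held without animal 33, 43, 52 or control 2. Leaving out 1 array at a time, all 6 calls in week 3 to 4 held only without decline 15, decline 21, decline 10, control 1 or control 3, and 0 to 4 without any other. The change of Uqcrh was 2.59 without control 2.

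Some splits of the same arrays into other groups were counted beside the real ones. With 10 splits of 3 against 3 arrays no share under 0.05 is possible: the real count was 2005 in week 1 to 2 against a highest other of 0, and 309 in week 3 to 4 against 63. In decline limma called 0 genes (2400 at an unadjusted p under 0.05, and 0 and 915 by an ANOVA of the 2 groups). Decline 15 and 21 with control 1 against decline 10 with controls 2 and 3 gave 2062. This points to a structure of the samples other than their groups. That split also sorts the arrays by their SD over genes, 1.51, 1.59 and 1.46 against 1.28, 1.22 and 1.41. Its count was no smaller than the 2005 of week 1 to 2, where the controls likewise had the lower SDs. Whether signal range gave these calls was not tested. Another split, with control 3 in place of control 1, gave 264. Decline against week 3 to 4 gave 0 by limma (1223 unadjusted; an ANOVA of the 2 groups 0 and 588) against a highest other of 2. For week 3 to 4 against week 0 to 2 the count was 0 (1507 unadjusted; an ANOVA of the 2 groups 0 and 2635), with a highest other of 3 among 56 splits. Where the real count is 0, every split gives at least as many, so that these comparisons say nothing about chance.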

How the results depend on the processing

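The settings with one median and SD for every array, without decline 10 and control 2 and with an ANOVA over all groups were chosen after the data were seen. Over 243 gene results and 65 list results given in the text, no result that passed in both settings changed direction under any setting, and 23 values that passed in neither setting changed sign. Adding animal 57 ended 148 calls and added 1, an ANOVA of the 2 groups with Benjamini-Hochberg ended 168, and an estimated correlation in camera ended 55 of 65 and fry 14. Centring ended 5 and added 3, a second quantile normalisation 16 and 4, one median and SD 17 and 3, leaving out decline 10 and control 2 ended 9 and added 8, the mean of a gene's probe sets 0 and 2, and muscle and epidermis means as covariates 8 and 1 of the list results. Leaving out single arrays ended from 0 calls (decline 10) to 80 (animal 16). Where no cause is given below, the cause was not tested.

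Adding animal 57 brought the counts at day 0 to 3, week 1 to 2 and week 3 to 4 from 1559, 2005 and 309 to 163, 106 and 0 by limma (2502 unadjusted in week 3 to 4), and an ANOVA of the 2 groups compared, which takes the spread from them alone, gave 0, 10 and 0 (2980, 4460 and 2637 unadjusted). The methods name an ANOVA without its groups, and one over all groups gave 862, 1250 and 0 (4907, 5664 and 4256 unadjusted), and 0 for day 0 to 3 against week 1 to 2 (400 unadjusted). Fitting only the 2 groups compared, with fewer arrays for the spread, gave 454, 1164 and 2, a fold of at least 2 besides 906, 840 and 190 by its construction, and array weights 2935 and 3014. All probe sets gave 186 in week 3 to 4 and leaving out decline 10 and control 2 gave 688. In decline, 0 became 20 by quantile normalisation, 1 with all probe sets, 14 with one median and SD and 109 without decline 10 and control 2. For day 0 to 3 against week 1 to 2, where Myl2 was the 1 call, animal 57 gave 2, quantile normalisation 2, a mean of at least 6 2, the narrow arrays left out 4 and array weights 70, while the ANOVA of 2 groups, limma on the 2 groups alone, centring and all probe sets gave 0 (1117, 1276, 341 and 481 unadjusted). Decline against week 3 to 4 had 6 with array weights. Week 3 to 4 against week 0 to 2 had 24 with those groups alone, 305 with array weights, 7 without decline 10 and control 2, and 37 with arrays of one code, where animal 54 alone stands for week 3 to 4 and is taken to vary like the others.

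Without single arrays the count at day 0 to 3 ranged over 139 to 2613 (139 without animal 16, 209 without animal 18, 972 without control 2, 2557 without control 1 and 2613 without decline 10); without animal 16 or 18 a single array stands for that phase, and the other groups alone give the spread. In week 1 to 2 it was 417 to 3389 (417 without animal 43, 519 without animal 52, 1071 without control 2, 1220 without animal 33, 1227 without control 3, 3241 without control 1 and 3389 without decline 10). Week 3 to 4 had 0 to 1427 (0 without animal 60, 35 without animal 29, 40 without animal 54, 89 without animal 16, 18 or 43, 98 without control 2, 133 without animal 52, 135 without animal 33, 160 without control 3, 472 without decline 21, 1416 without control 1 and 1427 without decline 10), the 0 by limma with 2604 unadjusted. In decline it was 0 to 191 (1 without control 2, 7 without control 3, 16 without animal 54, 24 without control 1 and 191 without decline 10), and for day 0 to 3 against week 1 to 2 0 to 7 (0 without animal 16, 18, 33, 43, 54, 29, decline 15 or control 1, 2 without animal 60 or decline 10, 4 without decline 21 and 7 without animal 52), the 0 with 182 to 385 unadjusted. For week 3 to 4 against week 0 to 2 it was 0 to 115 (1 without animal 60, 3 without decline 10, 19 without animal 33 and 115 without animal 54).

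The count at 2-fold and an unadjusted p was 412 with animal 57, 783 by the ANOVA of 2 groups and 3084 with all probe sets at day 0 to 3, 2991 with all probe sets in week 1 to 2, and 419 by that ANOVA and 1902 with all probe sets in week 3 to 4, where single arrays left out gave 426 to 1220 (426 without animal 60, 431 without control 2 and 1220 without control 1). All probe sets are more features by construction. Among bone genes of Table S10, with animal 57, 8 passed at day 0 to 3, 5 in week 1 to 2 and 0 in week 3 to 4, and 0 by the ANOVA of 2 groups in each. Single arrays left out gave 13 to 103 (13 without animal 16 and 19 without animal 18) at day 0 to 3, 35 to 111 (35 without animal 52 and 37 without animal 43) in week 1 to 2 and 0 to 52 (0 without animal 60, 2 without animal 54, 7 without animal 29, 8 without control 3, 9 without animal 16, 18, 43 or control 2, 12 without animal 33, 13 without animal 52, 50 without control 1 and 52 without decline 10) in week 3 to 4. The 260 genes shared by 3 phases became 0 with animal 57 and 469 at 2-fold and an unadjusted p. In the clustering, decline 10 joined a control first in each setting and fell with 1 control, with 3 under complete linkage, Ward linkage, all genes or without muscle, skin and fat genes, with 2 when animal 57 was added, and with 1 to 2 without single arrays (2 without control 1 or 3).

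Limits of 4 and 6 on the mean log2 signal moved no count against control by more than 1.5 times, so that dim genes limit these counts little. No paired analysis was possible because each joint comes from another, individually numbered animal and the controls share none with the phases. The values of Additional file 3 were not run as an alternative, since none of its probe sets held here names a gene.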

Differences from the paper's values

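The setting without decline 10 and control 2, the ANOVA over all groups and 2 of the 22 clusterings were chosen after the values had been seen; each other way of fitting named here was set before the data were examined.

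For week 3 to 4 the paper's count of 2-fold changed genes is 353, and limma at a fold of at least 2 and an unadjusted p under 0.05, the thresholds that the paper gives for its earlier counts, gave 656. At the same thresholds the counts of day 0 to 3 and week 1 to 2, 1296 and 1094, were also above the paper's, but within 1.5 times. The week 3 to 4 count fell within 1.5 times the paper's with animal 57 added (453) and with array weights (489). It also did by an ANOVA of the 2 groups (419), without animal 60 (426) and without control 2 (431). It did not with only the 2 groups compared in the fit (639), trend and robust moderation (641), centring (702), quantile normalisation (533), signal limits of 4 and 6 (652 and 615), all probe sets (1902), the mean of a gene's probe sets (639) or any other array left out (641 to 1220).

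Ptgs2 in decline is at 1.56-fold in a table of the paper, and it was at 0.681-fold here, that is 1.47-fold lower, which lies within 1.1 times the paper's value with the direction turned. With the direction as given, the values stayed apart under each alternative run for it: with animal 57, by the ANOVA and as the mean of probe sets (0.681), after centring (0.698), after quantile normalisation (0.668) and with single arrays left out (0.626 to 0.723). Over Tables 1 to 3, 330 of 332 folds lay within 1.5 times the paper's value and 282 within 1.1 times; besides Ptgs2, Krtdap at day 0 to 3 lay outside, at 0.160 here and 0.1 in the paper, where it is printed to 1 digit.

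The paper places decline 10 with the controls. Here it joined a control first in all 22 settings. Read at 3 clusters it fell with 1 control, both other declining joints and animals 29 and 60, and with all 3 controls under complete linkage, Ward linkage, all genes or without muscle, skin and fat genes. The paper counts epidermal beside muscle genes among the most reduced at day 0 to 3. Of muscle genes 29 of 34 fell, and of epidermis genes 0 of 30 by limma (2 lower at an unadjusted p under 0.05), with Lor at 0.137-fold, Krt1 at 0.144-fold and Krtdap at 0.160-fold and none of the 3 called in any setting. For week 3 to 4 against week 0 to 2, the paper's folds for several epidermal genes are 3.8 to 13.9, without saying how the earlier phases were pooled. That range lies lower than the 6.38 to 24.0 of the 9 in Table 1 here (5.52 to 18.1 with animal 57), by less than the SD of the joints. Array weights gave 3.31 to 11.2, and leaving out animal 29 or 60 gave 4.13 to 14.2 and 3.64 to 15.8. The 9 passed only without animal 54 (Lor also with array weights), when adjusted over the list alone, or by an ANOVA of the 2 groups at an unadjusted p under 0.05.

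Pappa, which the paper gives as raised at day 0 to 3 over week 1 to 2, had an unadjusted p = 8.2e-04 in that comparison and was called with array weights, over the bone genes of Table S10 alone and over the RT-qPCR genes alone. Dmp1, given as raised in week 3 to 4, had an unadjusted p = 0.011 and was called over the osteocyte genes alone and the genes of Table S10 alone. Of the signalling genes the paper lists as changed, Bmpr1a in week 1 to 2 (unadjusted p = 0.0096) was called with array weights or without decline 10, and Bmpr2 at day 0 to 3 (0.0072) with array weights or without control 1. Smad2 (0.0085) and Tcf4 (0.0073) in week 1 to 2 were called with array weights, without decline 10 or without control 1, Tcf4 also at a signal of at least 6, and Smad5 at day 0 to 3 (0.011) without control 1. Adjusted over the genes of Table S10 alone, Bmpr1a, Bmpr2, Smad2, Tcf4 and Dkk1 passed; so did Bmpr2 over the BMP list, Tcf4 over the WNT list and both receptor genes over the RT-qPCR genes. No setting called Bmp2, Smad4, Bmp6, Bmp7, Acvr2a, Acvr2b or Dkk1 at day 0 to 3 over all genes. For the phases named here, the paper's own p is above 0.05 for Dmp1, Bmpr1a, Smad2, Bmp2, Smad4, Bmp6, Bmp7, Acvr2a and Dkk1. It is under 0.05 for Bmpr2, Smad5, Tcf4 and Acvr2b. The paper itself calls the changes of Bmp2, Smad4 and Smad5 marginal. By an ANOVA of the 2 groups without adjustment, Pappa, Bmpr1a, Acvr2b, Tcf4, Sp7 and Ifitm5 had p under 0.05, and none of the other genes of this and the next paragraph.

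Of the 10 matrix genes given as raised at day 0 to 3 and in week 1 to 2, 7 and 10 passed. Col1a1 at day 0 to 3 was called without control 1, and Col1a2 also without decline 10, with array weights or at a signal of at least 6; both passed when adjusted over any list that holds them, and Hapln1 passed in no setting. Sp7 and Ifitm5 in week 1 to 2 were called after centring, at a signal of at least 6, without decline 10 and over each list that holds them, Sp7 also with trend and robust moderation, with array weights, without decline 21, without control 2 and without both decline 10 and control 2, and Ifitm5 without control 1. An ANOVA over all groups, chosen after the values had been seen, called Ifitm5 too, and dropped 12 of the 41 genes of the paper's tables and text that limma called in week 1 to 2. It also dropped 16 of 45 such genes at day 0 to 3 and 15 of 15 in week 3 to 4. Of the human arthritis genes of Table 3, Ano6, Ptpn2, Gnl3 and Prkcq at day 0 to 3 were called with array weights or over Table 3 alone, the first 3 also without control 1, Ano6 and Gnl3 without decline 10, Ano6 over the RT-qPCR genes alone and Gnl3 without both decline 10 and control 2.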

Other observations

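Of the tests in this part, only the setting with one median and SD for every array was chosen after values had been seen. Cartilage genes fell in 5 of 25 and rose in 0 at day 0 to 3 (5 fell when adjusted over the list alone), with Chad 7.85-fold (log2 -2.97, standard error 0.23), the growth plate gene Ucma 2.33-fold, Snorc 2.14-fold and the intermediate layer protein gene Cilp 2.12-fold lower (adjusted p = 0.473 with an estimated correlation for the list). In week 1 to 2 3 rose and 3 fell, Chad 2.75-fold lower and the fibril collagen gene Col11a1 1.80-fold higher (adjusted p = 0.947 with an estimated correlation). Complement genes rose in 3 of 15 and fell in 1 at day 0 to 3 (7 and 1 when adjusted over the list alone): the receptor gene C3ar1 was 4.30-fold and factor B (Cfb) 3.94-fold higher, and C7, a part of the membrane attack complex, 3.31-fold lower (adjusted p = 0.310 with an estimated correlation). Endothelial genes rose in 4 of 14, endomucin (Emcn) 3.13-fold, the cadherin gene Cdh5 2.43-fold, Tek 2.27-fold and the growth factor receptor gene Kdr 2.13-fold (4 when adjusted over the list alone; adjusted p = 0.275 with an estimated correlation). Proliferation genes rose in 4 of 28, among them the spindle motor gene Kif11, 2.28-fold, and the condensin gene Ncapg, 2.10-fold (4 when adjusted over the list alone; adjusted p = 0.227 with an estimated correlation). Over the arrays the means of the complement, endothelial and proliferation lists followed the SD of an array over genes (r = 0.81, 0.81 and 0.81 across arrays), and a second quantile normalisation brought their mean log2 changes at day 0 to 3 from 0.58, 0.48 and 0.44 to 0.41, 0.37 and 0.44. The means of these 4 lists kept their sign with animal 57 added, after a second quantile normalisation and with one median and SD for every array. In the fit with animal 57, 3 of 13 named calls at day 0 to 3 and 0 of 2 named calls in week 1 to 2 held. When single arrays were left out, all 13 calls at day 0 to 3 held only without animal 33, decline 10 or control 1, and 2 to 12 without any other. With each array left out in turn, 1 of the 2 calls in week 1 to 2 held without animal 43. The calls kept with animal 57 at day 0 to 3 were those of Chad, C7 and Ncapg.

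B cell genes fell in 2 of 17 at day 0 to 3, the surrogate light chain genes Vpreb1, 5.56-fold lower, and Vpreb3, 1.56-fold lower (adjusted p = 0.479 with an estimated correlation), and nerve genes in 2 of 9 in week 1 to 2, the myelin gene Mbp 2.17-fold lower (adjusted p = 0.270 with an estimated correlation). Both list means ran against the SD of an array over genes (r = -0.73 and -0.85 across arrays). By limma 1 of 17 neutrophil genes rose at day 0 to 3, the receptor gene Csf3r (3.07-fold), and 1 of 15 T cell genes, Cd3g (2.71-fold), with 0 lower in either (adjusted p = 0.884 and 0.755 with an estimated correlation). The mean log2 change of the neutrophil list was 0.18 and -0.10 with animal 57, so its direction is not settled. Among 9 osteocyte genes Phex, whose loss raises phosphate excretion, rose 2.68-fold in week 1 to 2 (adjusted p = 0.746 with an estimated correlation for the list). With animal 57 added, 1 of 4 named calls at day 0 to 3 and 1 of 2 named calls in week 1 to 2 held. In fits leaving out single arrays, all 4 calls at day 0 to 3 held only without animal 60, decline 21 or decline 10, and 0 to 3 without any other. On leaving out 1 array, 1 of the 2 calls in week 1 to 2 held without animal 43.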
